# Extraembryonic gut endoderm cells undergo programmed cell death during development

**DOI:** 10.1038/s41556-024-01431-w

**Published:** 2024-06-07

**Authors:** Julia Batki, Sara Hetzel, Dennis Schifferl, Adriano Bolondi, Maria Walther, Lars Wittler, Stefanie Grosswendt, Bernhard G. Herrmann, Alexander Meissner

**Keywords:** Epigenomics, Embryogenesis

## Abstract

Despite a distinct developmental origin, extraembryonic cells in mice contribute to gut endoderm and converge to transcriptionally resemble their embryonic counterparts. Notably, all extraembryonic progenitors share a non-canonical epigenome, raising several pertinent questions, including whether this landscape is reset to match the embryonic regulation and if extraembryonic cells persist into later development. Here we developed a two-colour lineage-tracing strategy to track and isolate extraembryonic cells over time. We find that extraembryonic gut cells display substantial memory of their developmental origin including retention of the original DNA methylation landscape and resulting transcriptional signatures. Furthermore, we show that extraembryonic gut cells undergo programmed cell death and neighbouring embryonic cells clear their remnants via non-professional phagocytosis. By midgestation, we no longer detect extraembryonic cells in the wild-type gut, whereas they persist and differentiate further in p53-mutant embryos. Our study provides key insights into the molecular and developmental fate of extraembryonic cells inside the embryo.

## Abstract (web summary)

Batki, Hetzel et al. report a lineage-tracing strategy to track extraembryonic gut endoderm cells over development. They find that these cells are eventually eliminated in a p53-dependent manner and neighbouring embryonic cells clear their remnants.

## Main

During mouse gastrulation the three germ layers arise and then further differentiate to form the major tissues of the body^1^. Although ectodermal and mesodermal cells in the developing embryo originate exclusively from the pluripotent epiblast, both embryonic and extraembryonic cells contribute to the emerging gut endoderm^2^. Specifically, a subset of extraembryonic endoderm cells, the majority of which will give rise to the yolk sac, intercalate with epiblast-derived definitive endoderm cells^3^. Previous studies have shown that embryonic and extraembryonic cells of the gut approach transcriptional identities that correspond to organ progenitors along the anterior–posterior axis at embryonic day (E) 8.75 (refs. ^4–6^). The unexpected transcriptional similarity between gut cells of distinct origins is even more noteworthy given the substantial epigenetic differences in their progenitors^7,8^. At E6.5 approximately 80% of the extraembryonic genome is differentially methylated compared with the epiblast, including hypermethylation at hundreds of CpG islands that remain free of DNA methylation in somatic cells. It remains unknown whether the gut cells of extraembryonic origin are epigenetically reprogrammed to the canonical somatic landscape and if they can persist to differentiate into more specialized endodermal tissues.

Reliably tracking and characterizing extraembryonic cells in the gut (exGut) beyond early organogenesis is not trivial and previously used fluorescent reporters rely on genes that are also expressed in embryonic gut cells (emGut); as such, they are only suitable for tracking the extraembryonic cells until late-stage gastrulation^3,9^. More recently, single-cell RNA sequencing (scRNA-seq)-based approaches—which can infer the lineage origins—were used to explore the plasticity of endoderm cells^4,5,10^. Integration of genetic lineage tracing has definitively confirmed the dual origin of the gut endoderm but only retrospectively and with limited transcriptional resolution^6^. Another approach to distinguish between embryonic and extraembryonic lineages is the tetraploid embryo complementation assay, which generates completely embryonic stem cell (ESC)-derived animals^11^. Using this assay with two different fluorescent labels, cells of extraembryonic origin were detected in the presumptive gut tube; however, these experiments are limited by the non-physiological tetraploid status of intercalating extraembryonic cells^12^.

To overcome these limitations and investigate the epigenome as well as the subsequent fate of exGut cells, we developed a diploid two-colour fluorescent lineage-tracing strategy that can reliably distinguish cells with embryonic or extraembryonic origin through organogenesis and beyond. We confirm the presence of extraembryonic cells in the gut endoderm and identify hundreds of differentially expressed genes. Moreover, we show that the DNA methylation landscape of these cells remains extraembryonic despite their overall transition to an embryonic transcriptome. This genome-wide epigenetic memory explains many of the latent transcriptional differences. We also find that exGut cells are selectively eliminated by E13.5 and their remnants are taken up by neighbouring embryonic cells through non-professional phagocytosis. The programmed cell death is prevented in *p53*-mutant embryos and the persisting exGut cells can further differentiate despite the continued maintenance of the non-canonical epigenome.

## Results

### Two-colour labelling of embryonic and extraembryonic cells

To investigate the molecular state and long-term developmental fate of exGut endoderm cells, we designed a lineage-tracing strategy where two constitutively expressed fluorescent proteins distinctly and permanently label the embryonic and extraembryonic lineages before gut endoderm formation. Specifically, we aggregated diploid mCherry-labelled (mCherry^+^) pre-compaction morula and diploid GFP-labelled (GFP^+^) mouse ESCs cultured with serum and leukaemia inhibitory factor (LIF; Fig. 1a). We established that this combination can create a developmental bias that yields ESC-derived diploid embryos—along with morula-derived diploid extraembryonic tissues—rather than chimaeric offspring^12,13^ (Fig. 1b and Extended Data Fig. 1a,b). The selective post-aggregation lineage segregation can already be seen in the distinct localization of labelled cells at the blastocyst stage (Extended Data Fig. 1c). The outcome and overall efficiency of this approach are comparable to tetraploid complementation by morula aggregation but without the disadvantage of generating tetraploid extraembryonic cells (Extended Data Fig. 2a–c)^11,14^. In contrast, diploid complementation via blastocyst injection resulted in the expected chimaeric mCherry–GFP embryos (Extended Data Fig. 2d–f)^15,16^. Collectively, our assessment of aggregation and injection methods showed that the distinct developmental timing of the aggregated cells allows us to avoid the contribution of morula cells to the embryonic lineage, which makes it ideal to selectively investigate the fate of both embryonic and extraembryonic cells.

**Fig. 1:**
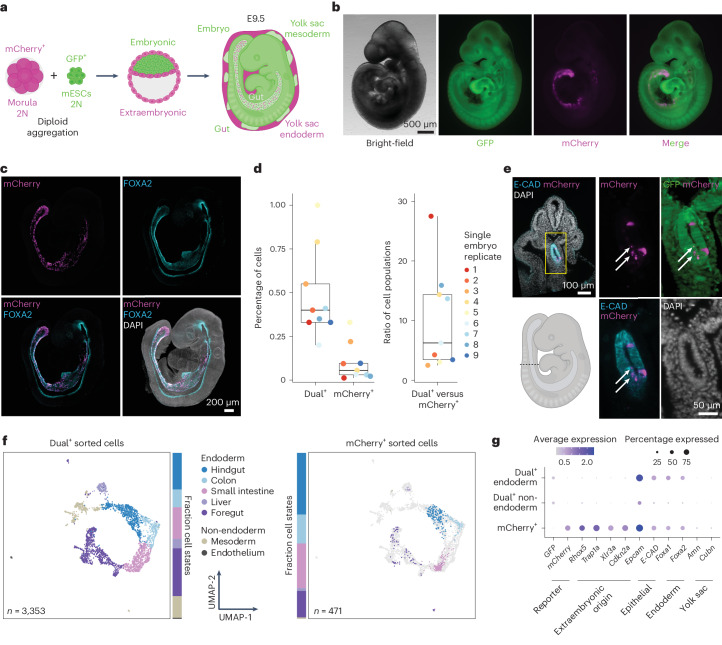
Two-colour lineage tracing identifies dual-labelled embryonic cells. **a**, Schematic of the two-colour lineage labelling strategy for lineage tracing (2N indicates that cells are diploid). Embryonic versus extraembryonic lineage segregation can be seen at the blastocyst stage (Extended Data Fig. 1c). At E9.5, embryos are GFP^+^ and only the gut contains a small fraction of mCherry^+^ extraembryonic cells (see **b**). **b**, Bright-field (left) and fluorescence (right) microscopy images of an E9.5 embryo generated via the two-colour lineage tracing (*n* = 54; one representative embryo is shown). **c**, Maximum-intensity projection of optical sections acquired by confocal laser scanning microscopy showing an E9.5 embryo and confirming the presence of mCherry^+^ extraembryonic cells specifically in the gut, which is positive for FOXA2 (additionally expressed in the notochord and floor plate). Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI) and immunofluorescence was used for mCherry and FOXA2 (*n* = 3; one representative embryo is shown). **d**, Percentage of dual^+^ and mCherry^+^ cells (left) as well as the ratio of these two populations (right) in E9.5 embryos analysed by flow cytometry. Individual embryos are indicated by colour-coded dots (*n* = 9). Boxplots: the lines denote the median, the edges denote the interquartile range (IQR), whiskers denote 1.5× the IQR and minima/maxima are defined by dots. **e**, Transversal optical section of an E9.5 embryo acquired by light-sheet imaging (the dashed line in the schematic depicts the axial position, bottom left). E-CAD marks the surface ectoderm and gut endoderm. Magnified views of the gut (yellow box) are shown; mCherry foci are highlighted (white arrows). Nuclei were stained with DAPI and immunofluorescence was used for mCherry and E-CAD (*n* = 3; a section from one representative embryo is shown). **f**, Uniform manifold approximation and projection (UMAP) coloured by the assigned cell states showing dual^+^ (left) and mCherry^+^ (right) cells subjected to scRNA-seq (the dual^+^ population is indicated in grey on the right). The fractions of cells belonging to the individual cell states are indicated with the bars. **g**, Average log-normalized scRNA-seq expression of reporter transgenes and known marker genes of the indicated cell types. Expression is shown separately for embryonic dual^+^ endoderm and non-endoderm as well as mCherry^+^ extraembryonic cells.

We further validated the developmental contribution to the embryo and yolk sac in four independent experiments that were collected at E9.5. Using fluorescence microscopy, we confirmed that embryos were either GFP^+^ (ESC-derived, *n* = 54) or mCherry^+^ (morula-derived, *n* = 2). The two mCherry^+^ embryos seemed to reflect a failed aggregation and were excluded from further analyses (Extended Data Fig. 1d,e). The yolk sac tissue contains both mCherry^+^ and GFP^+^ cells, which would be consistent with yolk sac endoderm (YsEndo) of primitive endoderm origin and embryonic mesodermal cells, including primitive blood (Extended Data Fig. 1b)^1^. The only mCherry signal in the GFP^+^ embryos was consistently located in the presumptive gut tube (Fig. 1b). We confirmed the gut localization of these diploid mCherry^+^ extraembryonic cells inside GFP^+^ embryos by immunofluorescence staining for FOXA2 (a transcription factor expressed in the gut endoderm) and E-CADHERIN (E-CAD; an epithelial marker; Fig. 1c and Extended Data Fig. 1f).

Together, using our selective diploid aggregation approach, we confirmed previous work showing extraembryonic cell contribution to the gut and could now track them beyond gastrulation.

### Dual^+^ cells are embryonic in origin

To investigate exGut cells in more detail, E9.5 lineage-traced embryos were subjected to fluorescence-activated cell sorting (FACS) where we detected 0.01–0.33% mCherry^+^ cells of extraembryonic origin (*n* = 9 embryos), which coexisted among the substantially more abundant GFP^+^ cells of embryonic origin (>98%; Fig. 1d and Extended Data Fig. 3a,b). Surprisingly, we also observed a population of dual-labelled cells (dual^+^; 0.2–1%) that were clearly GFP^+^ but had varying levels of mCherry signal. We independently confirmed the presence of the single-labelled and dual^+^ cells in the embryo using light-sheet microscopy, and closer inspection of the dual^+^ cells showed GFP^+^ cells with mCherry^+^ foci (Fig. 1e, white arrowheads, and Extended Data Fig. 3c).

To determine the identity and origin of the dual^+^ cells, we isolated both dual^+^ and mCherry^+^ cells from 15 pooled embryos (Extended Data Fig. 3d) and performed multiplexed scRNA-seq^17^. We captured a total of 3,353 dual^+^ and 471 mCherry^+^ cells after pre-processing (average of 4,761 genes and 24,984 captured molecules per cell; Supplementary Table 1). Using de novo clustering of the dual^+^ cells, we detected seven cell states and annotated these based on published markers from single-cell atlases^4,5,18,19^—five clusters, containing the majority of dual^+^ cells, correspond to gut endoderm organ progenitors and the remaining two clusters appear to be mesodermal cell types (Fig. 1f and Extended Data Fig. 3e,f). Next, we took advantage of the single-cell map of dual^+^ cells and showed that mCherry^+^ cells distributed across the different gut endoderm cell states when projected onto the dual^+^ cell reference (Fig. 1f and Extended Data Fig. 3e–g). This is in line with our above-described localization of mCherry^+^ cells throughout the gut tube and their overlap with FOXA2 and E-CAD (Fig. 1c and Extended Data Fig. 1f). Expression of previously identified extraembryonic marker genes—such as *Rhox5* and *Trap1a*—is limited to mCherry^+^ cells and further confirms their extraembryonic origin^4–6^. In contrast, these genes are not expressed in dual^+^ cells, which provides support for their embryonic origin (Fig. 1g).

Together, our analysis showed that mCherry^+^ cells in the embryo correspond to exGut endoderm and assigned dual^+^ cells as embryonic endoderm and mesoderm.

### Extraembryonic cells die and are cleared by phagocytosis

To explore how the dual^+^ cells arise, we performed live imaging of ex utero-cultured embryos using confocal microscopy starting at E7.5 (Supplementary Videos 1 and 2). We found that the mCherry^+^ cells in the embryo proper have a spatially dispersed distribution, as previously shown for AFP-labelled exGut cells^3^. Interestingly, in addition to intact mCherry^+^ cells, mCherry^+^ foci are present at this early developmental stage (Fig. 2a, yellow asterisks). By tracking mCherry^+^ cells, we detected events where they die and fragment over a 2 h time window, followed by the emergence of mCherry foci in nearby GFP^+^ cells (Fig. 2b and Extended Data Fig. 4a). These mCherry foci became positive for LysoTracker, a dye that labels acidic compartments such as phagolysosomes (Extended Data Fig. 4b,c and Supplementary Video 3). In addition, we found that mCherry^+^ cells stain positive for cleaved CASPASE3 (Fig. 2c)^20^. Although both the imaging and expression analyses argue against cell fusion as the source of the dual^+^ cells, this possibility cannot be fully excluded.

**Fig. 2:**
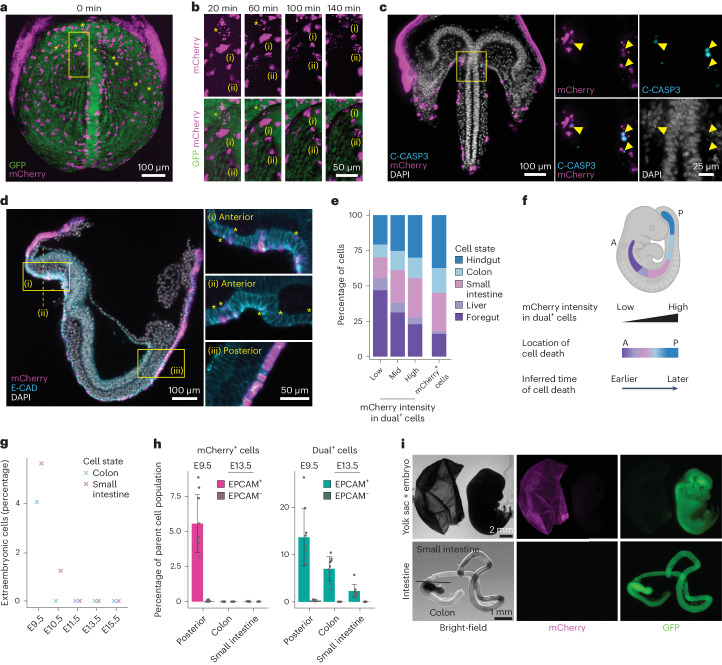
Elimination of exGut cells by midgestation. **a**, Maximum-intensity projection of optical sections (confocal laser scanning microscopy) showing an E7.5 embryo at the start of the ex utero culture and live imaging. In addition to intact mCherry^+^ extraembryonic cells in the embryo, mCherry^+^ foci were detected (yellow asterisks; *n* = 4, one representative embryo is shown). **b**, Magnified view of the region in the yellow box in **a** at different time points of the live imaging. (i),(ii), Two mCherry^+^ cells, which become fragmented, have been highlighted. **c**, Ventral view (light-sheet microscopy) of an E7.5 embryo. The magnified views (right) of the region in the yellow box in the main image (left) show mCherry^+^ cells that are positive for cleaved CASPASE3 (C-CASP3; yellow arrowheads). Nuclei were stained with DAPI and immunofluorescence was used for C-CASP3 and mCherry (*n* = 3, one representative embryo is shown). **d**, Lateral view of an E7.5 embryo (left). Magnified views of the yellow boxes ((i) and (iii)) and the yellow dashed line ((ii), transversal section) are provided (right). Yellow asterisks highlight mCherry^+^ foci. Nuclei were stained with DAPI and immunofluorescence was used for mCherry and E-CAD (*n* = 3, one representative embryo is shown). **e**, Percentage of cells assigned to endodermal cell states in the different sort populations (low, intermediate and high dual^+^, and mCherry^+^) from E9.5 lineage-traced embryos using scRNA-seq. **f**, Schematic of the gut endoderm organ distribution along the anterior–posterior axis (top) and a summary of the proposed spatiotemporal regulation of exGut cell elimination (bottom). **g**, Percentage of cells with extraembryonic origin (defined as Rhox5^+^Trap1a^+^ cells) in the colon and small intestine from E9.5 to E15.5 (scRNA-seq data from Zhao et al.^19^). **h**, Proportion of mCherry^+^ and dual^+^ cell content of the indicated parent cell populations (EPCAM^+^ and EPCAM^−^) in the posterior part of E9.5 embryos and E13.5 organs (*n* = 9). The bars denote the mean, the error bars denote the s.d. and individual replicates are shown as dots. **i**, Bright-field and fluorescence microscopy images of a lineage-traced E13.5 embryo and its corresponding yolk sac. The intestine was manually separated into the colon and small intestine, indicated by the black line (*n* = 4, one representative embryo is shown). A, anterior; P, posterior.

We observed that mCherry^+^ foci are more prominent at the anterior part of the gut endoderm at E7.5 (Fig. 2d). We thus compared the E9.5 scRNA-seq endoderm cell cluster compositions of intact exGut cells (mCherry^+^ only) with emGut cells containing extraembryonic remnants (dual^+^), which we had sorted into three populations—that is, low, medium and high mCherry intensity (Extended Data Figs. 3d and 4d). Remaining intact mCherry^+^ cells have a clear bias towards posterior endoderm progenitors, which is in agreement with exGut cells being enriched in the hindgut/midgut (Fig. 2e,f)^3,4^. In contrast, dual^+^ cells have a tendency towards anterior endoderm types, with a clear correlation between mCherry intensity and anterior–posterior positioning: dual^+^ cells with lower mCherry fluorescence are more frequently found with anterior cell states, whereas those with high mCherry intensities are enriched for posterior cell states. This implies that mCherry intensity reflects the time of the elimination, where lower levels of mCherry in GFP^+^ cells would correspond to earlier events.

Combined, our data point to programmed cell death of exGut cells and their remnants being cleared via non-professional efferocytosis (a form of phagocytosis) by neighbouring emGut cells^21^, which results in dual^+^ cells with a distinct spatiotemporal pattern.

### Extraembryonic cells are eliminated by midgestation

Next, we analysed an available scRNA-seq atlas of the mouse gastrointestinal tract between E9.5 and E15.5 (ref. ^19^), and detected exGut cells via *Rhox5* and *Trap1a* expression at E9.5 but not at later stages (Fig. 2g and Extended Data Fig. 4e). This points to their complete elimination, although it is also possible that the extraembryonic cell population is too rare to be captured by scRNA-seq or the selected genes are no longer expressed.

In line with the single-cell data, at E9.5, the posterior half of the gut, which will develop into colon and small intestine, still contains a substantial fraction of mCherry^+^ cells (Fig. 2h). To determine the ultimate fate of these exGut cells, we isolated lineage-traced embryos at E13.5, dissected the colon and small intestine, and used flow cytometry to quantify their endoderm (EPCAM^+^) and non-endoderm (EPCAM^−^) cell populations (Fig. 2h,i and Extended Data Fig. 4f–h). No mCherry^+^ cells were detected in the colon of nine embryos, including both endoderm and non-endoderm. Analysis of the small intestine confirmed this observation: four of the nine embryos lacked any mCherry^+^ cells, whereas the remaining five showed only minor traces of mCherry^+^ cells (less than 0.04%). We also isolated cells from E12.5 embryos and observed elimination in endoderm populations already at this stage, with only a small number of mCherry^+^ cells remaining in the non-endoderm fraction of the small intestine (Extended Data Fig. 4i). Note that the small intestine protrudes from the body cavity during these developmental stages^22^ and thus the few detected mCherry^+^ cells may also reflect contamination from mCherry^+^ extraembryonic tissues. As controls, we confirmed that mCherry^+^ cells have the potential to contribute to both organs by generating chimaeric GFP–mCherry embryos as well as that the mCherry reporter remains expressed by generating complete mCherry^+^ embryos (Extended Data Fig. 5).

Together, our data demonstrate the elimination of extraembryonic cells from endodermal organs by midgestation.

### Origin-specific transcriptional signatures in the gut

For a more comprehensive transcriptome analysis of lineage-traced embryos, we adapted the Smart-Seq2-based protocol to low-input bulk samples^23^. 

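The libraries examined here are the 44 low-input poly(A) libraries of the study, 12 at E6.5, 20 at E9.5 and 12 at E13.5, for which the authors list TPM, FPKM and coverage per gene. TPM was used here for 32287 gene identifiers, of which 21704 are protein-coding, the EGFP and mCherry transgenes included. The paper gives 24.2 to 83.2 M read pairs per library (M, 1e6; median 53.8), of which 80.9 to 87.8% aligned uniquely. Between 10382 and 13596 genes lie above 1 TPM in a library. No read counts per gene were used here, so the sampling error of a single TPM value is unknown beyond these totals, and weakly expressed genes carry the largest uncertainty.

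Expression was compared as log2(TPM + 1) with limma (lmFit, and eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment over the genes of each comparison. Genes above 1 TPM in at least 4 libraries of the comparison were tested, protein-coding and not Y-linked. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. On this scale the added 1 TPM shrinks the fold changes of weakly expressed genes. The E9.5 gut libraries are 4 each of exMidgut, exHindgut, emMidgut and emHindgut, which gives 8 exGut and 8 emGut libraries. Embryonic libraries descend from an ESC line and extraembryonic libraries from host embryos of another genetic background, so lineage origin and strain change together in every comparison between the lineages.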

We isolated E6.5 epiblast as well as distal and proximal extraembryonic endoderm (exEndo 1 and 2, respectively), the progenitor populations that differentiate into embryonic and exGut cells as well as extraembryonic yolk sac, respectively (Fig. 3a). 

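The reporters separate the E6.5 libraries (n = 4 each). mCherry (ENSMUSG99999999990) was 3601 ± 1436 TPM (mean ± SD) in exEndo 1, 3509 ± 1554 in exEndo 2 and 0.229 ± 0.397 in Epi. EGFP (ENSMUSG99999999991) was 385 ± 162 TPM in Epi, 7.68 ± 8.26 in exEndo 1 and 0.899 ± 1.80 in exEndo 2. On the log2(TPM + 1) scale exEndo 1 differs from Epi by 11.46 for mCherry (limma adjusted p = 2.42e-10) and by -6.20 for EGFP (4.10e-05).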

At E9.5, we sorted YsEndo and gut cells from the posterior half of embryos (midgut and hindgut), where the majority of the remaining mCherry^+^ exGut cells are found at this developmental stage (Extended Data Fig. 6a,b and Supplementary Table 2). This gut-cell isolation approach should minimize transcriptional differences due to spatial localization along the anterior–posterior axis. 

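Transcripts of the extraembryonic lineage are rare in the emGut libraries. mCherry reaches 0.0258% of its mean exGut level there (highest library 0.0920%), Trap1a 0.252% (highest 1.73%) and Rhox5 0.722% (highest 2.61%). EGFP in the exGut libraries is 0.0839% of its emGut level, with 0.338% in the highest library. These are shares of transcripts and do not give the number of cells of the other lineage. Dppa3, a germ cell gene looked at after its values were seen, is 224 and 183 TPM in emMidgut replicates 1 and 3 and listed at 0 in the other 6 emGut libraries; its source was left open.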

For differential gene expression analysis, we selected dual^+^ emGut cells (EPCAM^+^) as a closely matched (stage and position) embryonic control (Extended Data Fig. 6b).

**Fig. 3:**
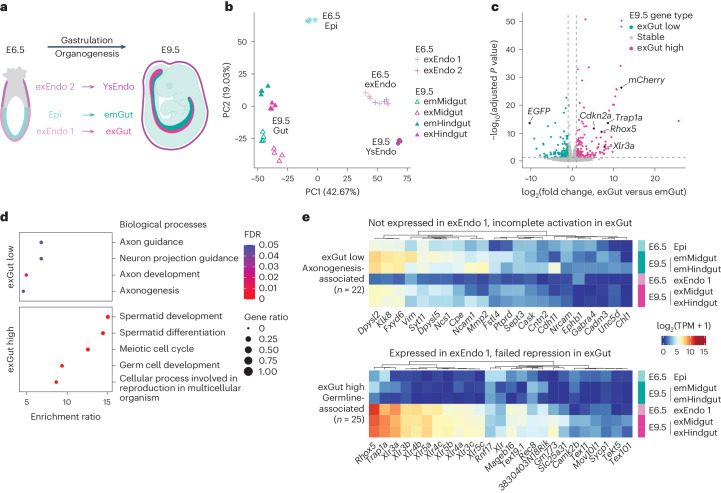
Transcriptional signatures of gut cells reflect their lineage origins. **a**, Schematic of the origin and composition of gut endoderm: emGut cells (E9.5) originating from the embryonic epiblast (Epi, E6.5) and exGut cells (E9.5) originating from the distal part of the extraembryonic endoderm at E6.5 (exEndo 1) both contribute to the formation of gut endoderm. The proximal part of the extraembryonic endoderm (exEndo 2) gives rise to the E9.5 YsEndo. E6.5 Epi and E9.5 emGut cells are positive for GFP, whereas E6.5 exEndo 1 and 2, E9.5 exGut and YsEndo cells are positive for mCherry in lineage-traced embryos. E9.5 emGut cells can also be positive for mCherry in the case of dual^+^ cells that have taken up remnants of dying mCherry^+^ cells (not illustrated). **b**, Principal component analysis (PCA) of E6.5 and E9.5 RNA-seq samples based on the 5,000 most variably expressed genes. Samples are largely separated by tissue, with exGut cells grouping close but distinguishable from their embryonic counterparts. **c**, Genes that are differentially expressed (two-sided Wald test; *P* values were adjusted for multiple testing using false discovery rate (FDR)) between E9.5 exGut and emGut (including both midgut and hindgut). Genes that are expressed at significantly higher levels in exGut cells compared with emGut cells (termed exGut high) include known extraembryonic marker genes as well as the mCherry transgene, whereas GFP is expressed at significantly higher levels in emGut cells (termed exGut low). Vertical and horizontal lines denote log_2_ fold change and adjusted *P*-value boundaries used for differential expression calling. **d**, Overrepresentation analysis of exGut low and high genes in biological processes. The exGut low genes are enriched in axonogenesis-related processes, whereas exGut high genes are enriched in germline- and meiosis-associated processes. **e**, Expression (log_2_-transformed) of a selection of exGut low (top) and high (bottom) genes associated with the terms shown in **d** in E6.5 progenitor and E9.5 gut cells. The selected exGut low genes are not expressed in the E6.5 exEndo 1 and are insufficiently activated in the E9.5 exGut cells. In contrast, exGut high genes are generally not expressed, or are expressed at low levels, in the E6.5 Epi and E9.5 emGut samples, whereas both the extraembryonic progenitor and exGut cells express them. TPM, transcripts per million.

Although the exEndo 1 and 2 cell populations are transcriptionally highly similar to each other and different from the epiblast at E6.5, they give rise to exGut and YsEndo cells with strikingly diverged transcriptomes at E9.5. In contrast, the E9.5 exGut cells are transcriptionally similar to emGut cells (Fig. 3b and Extended Data Fig. 6c). 

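Across 16554 genes, the Pearson correlation of log2(TPM + 1) between single libraries averages 0.963 ± 0.00982 (SD over pairs of libraries) for exEndo 1 with exEndo 2, against 0.857 ± 0.00764 for exEndo 1 with Epi and 0.843 for exEndo 2 with Epi. Libraries of the same group correlate at 0.980 (exEndo 1), 0.983 (exEndo 2) and 0.985 (Epi). Each of the 4 exEndo 1 libraries is closer to exEndo 2 than to Epi, by 0.105 ± 0.0173. Genes are not independent replicates, so no p-value is given for these correlations. The advantage is 0.0591 when every gene above 0 in any library is included, the alternative that moved it most.

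By limma, 732 of 11414 genes were called between exEndo 1 and exEndo 2 (452 higher in exEndo 1) and 4024 of 12057 between exEndo 1 and Epi (2389 higher). At E9.5, 5423 of 12801 genes were called between the 8 exGut and the 4 YsEndo libraries (4138 higher in exGut). Median-ratio rescaling moves the median of all genes by 0.486 (log2) in this last comparison and gives 4932 calls, 2899 of them higher in exGut, so the balance between rises and falls depends on the scaling. exMidgut and exHindgut libraries correlate with YsEndo libraries at 0.825 and 0.797. The paper concludes that progenitors with similar transcriptomes give rise to diverged descendants.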

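exMidgut and emMidgut libraries correlate at 0.921, and exHindgut and emHindgut libraries at 0.936. The correlation between the gut regions within an origin is lower, 0.894 for exGut and 0.901 for emGut, while libraries of the same group reach 0.936 to 0.962. All 8 exGut libraries are closer to emGut libraries of their own region than to YsEndo, by 0.118 ± 0.0246 (0.0812 to 0.146 per library). In a principal component analysis of the 5000 most variable genes, with 48.0% and 19.6% of the variance on the first components, exMidgut lies 32.2 units from emMidgut and 148 from YsEndo. exHindgut lies 24.5 units from emHindgut and 168 from YsEndo.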

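With limma on log2(TPM + 1), 316 of 13473 genes were called between the 8 exGut and the 8 emGut libraries, 145 higher and 171 lower in exGut; 2225 genes have an unadjusted p under 0.05. For 145 of the called genes (71 higher, 74 lower) no exGut value lies within the range of the emGut values. Of all tested genes 190 separate in this way, where 2.09 (0.0155%) would do so by chance. The midgut libraries alone give 321 calls (153 higher, 168 lower; 12432 tested) and the hindgut libraries alone 378 (169 higher, 209 lower; 12318 tested). A term for the gut region moved the total most among the fits of these 16 libraries, to 587 calls, and 316 of these are the calls made without it. The fit has no gene-specific dispersion estimated from counts, unlike the DESeq2 model of the authors.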

Next, we compared E9.5 exGut and emGut cells and identified 302 differentially expressed genes (156 up- and 146 downregulated genes, which we termed ‘exGut high’ and ‘exGut low’, respectively; Fig. 3c, Extended Data Fig. 6d and Supplementary Tables 3,4). As expected, both mCherry and GFP were detected as differentially expressed in addition to the reported extraembryonic marker genes^4–6^, which are specifically expressed in the mCherry^+^ cells (Fig. 3c and Extended Data Fig. 6c). 

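mCherry was 7180 ± 721 TPM in exGut and 1.86 ± 2.66 in emGut (n = 8 each; log2 fold change 11.79, SE 0.392, limma adjusted p = 7.94e-14). EGFP was 0.591 ± 1.08 against 704.5 ± 109 TPM (log2 fold change -9.004, SE 0.273, 1.77e-14).

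The markers labelled in Fig. 3c differ in the same direction as mCherry, in mm10 coordinates. Rhox5 (ENSMUSG00000095180, chromosome X, 37804842–37808876) was 923 ± 168 against 6.66 ± 9.38 TPM (7.92, SE 0.588, 3.74e-08). Trap1a (ENSMUSG00000051257, chromosome X, 139333683–139338169) was 551 ± 45.6 against 1.39 ± 3.31 TPM (8.46, SE 0.371, 7.14e-12), with an emMidgut library well above the other emGut libraries. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471–89294653) was 323 ± 144 against 8.82 ± 9.02 TPM (5.62, SE 0.553, 2.21e-06). Xlr3a (ENSMUSG00000057836, chromosome X, 73086293–73097095) was 327 ± 39.3 against 1.22 ± 3.11 TPM (7.81, SE 0.371, 2.72e-11), again with an emMidgut library set apart from the rest. Xlr3a belongs to a family of similar copies between which reads can be shared.

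The largest fall after EGFP among genes with fully separated groups was that of Mfap2 (ENSMUSG00000060572, chromosome 4, 141010418–141015984), 5.74 ± 6.61 TPM in exGut against 353 ± 123 in emGut (-6.22, SE 0.473, 5.21e-08). For each of these 7 genes all 8 exGut values lie on the same side of all 8 emGut values, with an exact permutation p of 0.000155, the smallest that 8 against 8 libraries can give. All 7 stay called in the 26 alternative fits of this comparison.

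**Figure D1:**
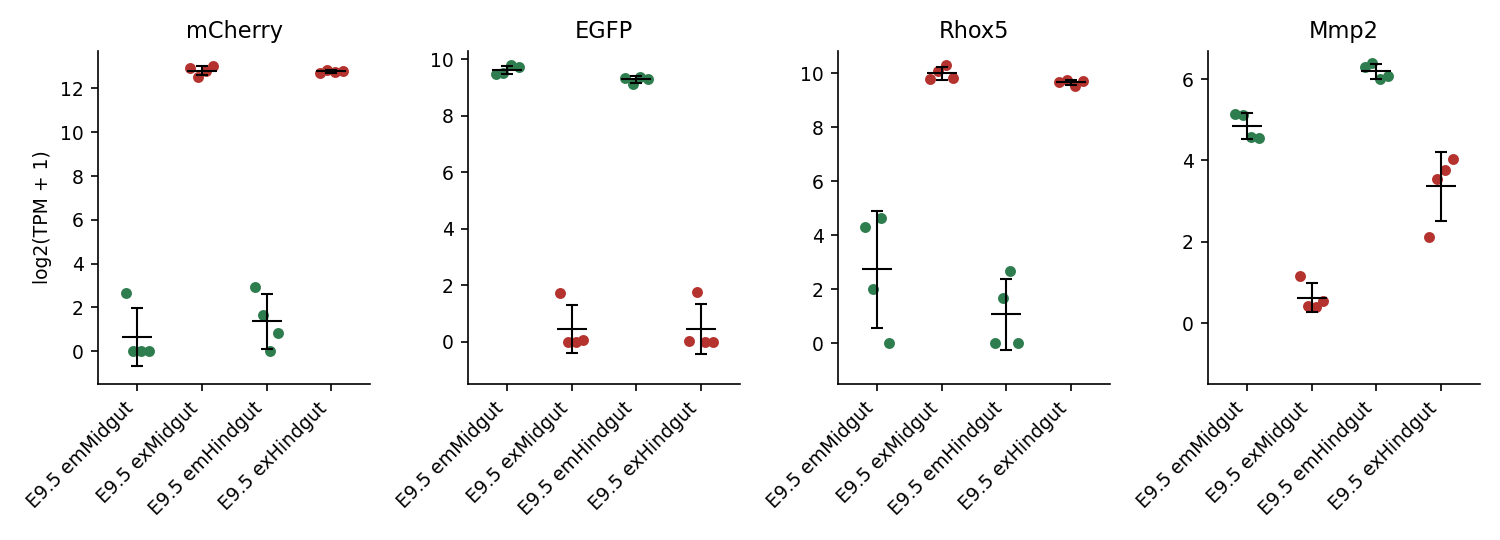
log2(TPM + 1) of mCherry, EGFP, Rhox5 and Mmp2 (vertical axes) in the E9.5 groups (horizontal axes); points are libraries (n = 4 per group) and bars give mean ± SD. Mean Rhox5 is 923 TPM over the 8 exGut and 6.66 TPM over the 8 emGut libraries.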

Intriguingly, gene ontology analysis showed that exGut low genes are associated with axon guidance and components of the synaptic membrane (Fig. 3d and Extended Data Fig. 6e). These genes are mostly not expressed in the E6.5 extraembryonic cells and fail to reach the embryonic expression levels once activated in the E9.5 exGut cells (Fig. 3e). 

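Of the 22 axonogenesis genes drawn in Fig. 3e, 17 lie under 1 TPM on average in exEndo 1, with a median of 0.527 TPM against 6.69 in Epi. At E9.5 the median is 4.48 TPM in exGut and 19.3 in emGut. All 22 are lower in exGut, at a median of 26.8% of the emGut level. By limma 15 were called, and 20 pass both the p and the fold change threshold when the adjustment covers the list alone. The mean of log2(TPM + 1) over the list is lower in exGut by -1.56 (two-sided exact permutation p = 0.000155, the smallest possible; 0.000355 after adjustment over 16 lists), with all 8 exGut libraries below all emGut libraries. exMidgut replicate 2 is the lowest of the exGut libraries, apart from the others. The authors chose these genes on the same libraries, so the values describe the list and are no independent test of it. A list of 10 general neural genes is also lower in exGut, by -0.49, so RNA of neural cells in the emGut libraries is not excluded as a part of the difference. Cdh11, which is on the list, differs between the gut regions in how far it falls.

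From these genes the paper proposes that exGut and emGut cells may use distinct modes of cell–cell interaction. The gene ontology enrichment itself was not repeated here.

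**Figure D2:**
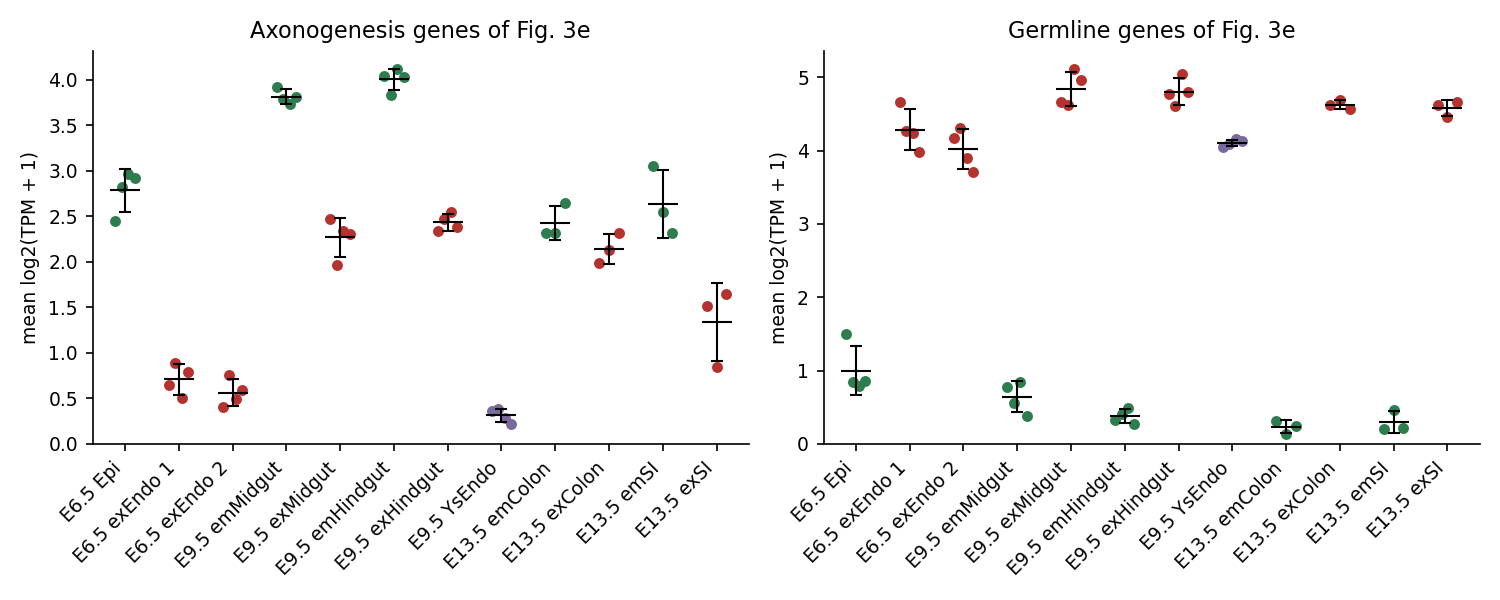
Mean log2(TPM + 1) over the 22 axonogenesis and the 25 germline genes of Fig. 3e (vertical axes) per library in each E6.5, E9.5 and E13.5 group (horizontal axes); points are libraries and bars give mean ± SD. The E9.5 exGut minus emGut differences are -1.56 and 4.31.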

Genes related to these terms are generally involved in cell–cell communication and have well-described function in both neural and non-neural contexts^24^. These differences raise the possibility that exGut and emGut cells may use distinct cell–cell interaction modes. In contrast, the exGut high genes were enriched for known germline genes that also show high expression levels in the early extraembryonic lineage and apparently cannot be repressed to match the expression status in the emGut cells (Fig. 3d,e and Extended Data Fig. 6e). 

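Of the 25 germline genes drawn in Fig. 3e, 21 lie above 1 TPM on average in exEndo 1 and 20 are higher there than in Epi. Their median is 29.0 TPM in exEndo 1 and 0.400 in Epi at E6.5, then 39.5 in exGut and 0.258 in emGut at E9.5. Each of the 25 is higher in exGut. limma called 20 of them, and 23 pass when the adjustment covers the list alone. Between exGut and emGut the list mean differs by 4.31, with all 8 exGut libraries above all emGut libraries (exact permutation p = 0.000155, the smallest possible; 0.000355 adjusted). At E6.5 the difference between exEndo 1 and Epi is 3.28 (4 against 4 libraries, exact p = 0.0286, again the smallest possible), and Epi replicate 1 is set above the other Epi libraries. These genes too were picked by the authors from these libraries. The paper proposes that genes already active in the early extraembryonic lineage apparently escape repression to the level of emGut cells.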

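Of the 145 genes called higher in exGut, 27 (18.6%) lie on the X chromosome, against 509 of the 13473 genes tested (3.78%). The odds ratio is 6.10 (95% interval 3.82 to 9.43; two-sided Fisher exact p = 4.85e-12). Neighbouring copies of a gene family are not independent: 14 of the 27 belong to the Xlr (10), Rhox (3) and Mage (1) families. With each family counted as 1 gene, 16 of 134 against 485 of 13449 remain, an odds ratio of 3.71 (Fisher exact p = 2.58e-05). Over the other fits of this comparison the odds ratio runs from 4.72 (all 44 libraries in a single fit) to 6.97 (without emHindgut replicate 2).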

The germline signature is supported by a strong enrichment of exGut high genes on the X chromosome, a known hotspot for germline and placental genes^25^ (Extended Data Fig. 6f,g). Independent of our lineage tracing, we found indications of the above-described transcriptional signatures by analysing published scRNA-seq data of E8.75 and E9.5 gut (Extended Data Fig. 6h).

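Few genes were called for a difference between exGut and emGut that changes with position along the gut. This does not show that the difference stays the same for the other genes. An interaction term between origin and region was called for 13 of 13473 genes (limma, adjusted p under 0.05, no fold change threshold; 1052 at an unadjusted p under 0.05). In the simulated data this test recovered 57% of genes with a log2 change of 2, so smaller differences between the regions can go uncalled. Conversely, 1529 of 1591 genes that differ between emHindgut and emMidgut have the same sign between exHindgut and exMidgut (96.1%). The paper concludes from the gene sets that gut cells can be told apart by lineage origin.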

In summary, our in-depth gene expression analysis identified gene sets that clearly distinguish gut cells based on their lineage origin.

### Global epigenetic memory in exGut cells

The known role of DNA methylation in silencing germline genes^26,27^ suggested that their continued expression may be linked to the non-canonical distribution of DNA methylation in the extraembryonic cells^7,8^. Previous studies showed upregulation of a set of genes, including germline genes, in embryos lacking the de novo DNA methyltransferases DNMT3B and DNMT3A^28,29^ (Extended Data Fig. 7a and Supplementary Table 5). Interestingly, we found that this gene set also displays overall higher expression in exGut cells (Fig. 4a).

**Fig. 4:**
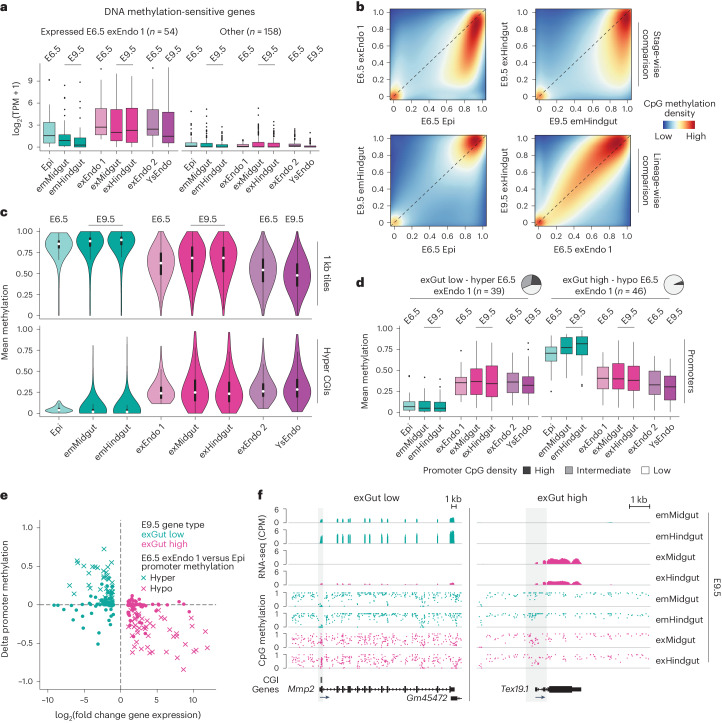
Preserved epigenetic memory of lineage origins. **a**, Expression levels (log_2_-transformed) of DNA methylation-sensitive genes (defined by ref. ^28,29^; *n* = 4 biological replicates) separated based on whether or not a gene is expressed in E6.5 exEndo 1. **b**, CpG-wise comparison of DNA methylation between E6.5 progenitors, E9.5 emGut and exGut cells of the hindgut (emHindgut and exHindgut, respectively; WGBS). Global DNA methylation correlated better with lineage (bottom) than with developmental stage (top). **c**, Average genome-wide methylation (top; one kilobase (kb) tiles, *n* = 1,791,329) and the methylation of CGIs hypermethylated in the E6.5 exEndo 1 compared with the epiblast (bottom; hyper CGIs, *n* = 1,121), WGBS. Boxplots: the white dots denote the median, the edges denote the IQR and whiskers denote 1.5× the IQR (minima/maxima are indicated by the violin plot range). **d**, Levels of promoter methylation of exGut low genes that are hypermethylated (left) and exGut high genes that are hypomethylated (right) in E6.5 exEndo 1 compared with the epiblast. The pie charts (top) indicate the promoter CpG density of the respective gene sets. **c**,**d**, *n* = 1 or 2 biological replicates. **a**,**d**, Boxplots: the lines denote the median, the edges denote the IQR, the whiskers denote 1.5× the IQR and outliers are represented by dots. **e**, Comparison of the log_2_-transformed fold change of E9.5 differentially expressed genes (exGut low and high) with the respective delta promoter methylation between exGut and emGut. A lower DNA methylation level corresponds to higher gene expression, which is most pronounced for the promoters for which a difference in DNA methylation can already be observed in the E6.5 gut progenitors. **f**, Genome browser tracks of the *Mmp2* (exGut low) and *Tex19.1* (exGut high) locus showing RNA-seq coverage and WGBS. *Mmp2* is expressed in emGut samples where it is associated with an unmethylated promoter. The intermediate methylation of the promoter CGI in exGut samples only allows low expression levels in the exHindgut. *Tex19.1* is fully methylated in emGut samples, which corresponds to a complete silencing of the gene. In contrast, lower DNA methylation levels of the low CpG density promoter in exGut samples allow expression.

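Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291–92853420, mm10) was 28.3 ± 6.55 TPM in emMidgut and 72.7 ± 9.15 in emHindgut, against 0.585 ± 0.442 in exMidgut and 10.5 ± 5.14 in exHindgut (n = 4 each). Over the 8 exGut and 8 emGut libraries the log2 fold change is -3.52 (SE 0.556, limma adjusted p = 0.000607), and all exGut values lie below all emGut values (exact permutation p = 0.000155, the smallest possible). It is -4.22 in the midgut (adjusted p = 1.01e-05) and -2.83 in the hindgut (0.000137). Within exGut, hindgut libraries are higher than midgut libraries by 2.74 (adjusted p = 0.00130), whereas the difference of the origin effect between the regions, 1.39, was not called (adjusted p = 0.430). At E6.5 it was 0.291 ± 0.501 TPM in exEndo 1 and 9.44 ± 2.82 in Epi (log2 fold change -3.04; exact permutation p = 0.0286, the smallest for 4 against 4). The methylation measurements were not analysed here.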

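Tex19.1 (ENSMUSG00000039329, chromosome 11, 121146143–121148319, mm10) is listed at 0 in all emMidgut libraries and in 3 of the 4 emHindgut libraries; emHindgut replicate 2 has 2.07 TPM. exMidgut libraries hold 34.6 ± 39.2 TPM (4.50 to 88.5) and exHindgut libraries 22.6 ± 8.49. Over the gut libraries this is a change of 4.18 in log2(TPM + 1) (SE 0.474, limma adjusted p = 1.46e-05), with all 8 exGut values above all emGut values (exact permutation p = 0.000155, the smallest possible). No fold is given because the emGut level is near 0. exEndo 1 held 37.2 ± 29.8 TPM and Epi 3.97 ± 3.19 (log2 difference 2.87, limma adjusted p = 0.000281).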

To explore their DNA methylation landscape at the global level, we generated whole-genome bisulfite sequencing (WGBS) datasets matching the tissues of our RNA-seq cohort (Supplementary Table 6). Strikingly, and in contrast to the converging transcriptome, the exGut cells preserve their original hypomethylated genome and do not convert to the globally high levels present in the emGut cells (Fig. 4b,c and Extended Data Fig. 7b). The same epigenetic memory holds true for over a thousand CpG islands (CGIs) that are hypermethylated in the exEndo compared with the epiblast and remain unchanged in exGut cells (Fig. 4c and Supplementary Table 7). Next, we focused on gene promoters that have differential expression in E9.5 gut cells and found that select promoters of exGut low genes exhibit higher DNA methylation in exGut cells compared with emGut cells, whereas the opposite was true for a fraction of exGut high genes (Fig. 4d–f and Extended Data Fig. 7c). Interestingly, for many promoters with strong differences in DNA methylation, we could already observe a difference in methylation between the precursor cell types at E6.5 (Fig. 4e and Extended Data Fig. 7d,e). We detected exGut low genes that were partially methylated in the extraembryonic progenitor and could subsequently only be expressed at low levels in the exGut cells as well as exGut high genes—including DNA methylation-sensitive germline genes—that were already expressed in the extraembryonic progenitor at E6.5 and could not be silenced by E9.5 (Fig. 4e,f and Extended Data Fig. 7d–f).

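The E6.5 comparison of exEndo 1 with Epi shares no library with the E9.5 calls. Of the exGut high genes tested at E6.5, 95 of 111 (85.6%, 95% interval 77.9 to 90.9) are higher in exEndo 1 than in Epi, where 54.4% of all tested genes are; 79 were called in this direction and 6 in the other. Of the exGut low genes, 136 of 143 (95.1%, 90.2 to 97.6) are lower in exEndo 1, with 116 called in this direction and 1 in the other. As sets they give camera p = 4.75e-12 and 5.21e-27 with a preset correlation of 0.01, 0.0181 and 0.00246 with an estimated correlation, and 1.02e-07 and 1.31e-07 with fry. With the estimated correlation, the p of the exGut high set rises to between 0.0550 and 0.112 when replicate 2, 3 or 4 of both groups is left out. The paper concludes that the preserved extraembryonic epigenome explains many of the differentially expressed genes. In the E6.5 expression values 7 of 35 splits of the 8 libraries gave as much by share of signs. By number of called genes 1 of 35 did, the real one. The share counts the direction of a change and not its size, so the 7 splits do not speak against the difference between exEndo 1 and Epi. The expression values show the E9.5 direction at E6.5 for most of these genes but not for each, with Phlda3 at -0.87, and do not address methylation.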

These results demonstrate that exGut cells preserve the characteristic extraembryonic epigenome, which also explains many of the differentially expressed genes and highlights a striking molecular disparity to their neighbouring cells with embryonic origin.

### p53 disruption allows extraembryonic cells to persist

Our differential gene expression analysis at E9.5 identified genes that are expressed at higher levels in exGut cells and were shown to act downstream of p53 (a known effector in programmed cell death, encoded by the *Trp53* gene, hereafter referred to as *p53*), a signature that we could also recapitulate in published scRNA-seq datasets (Fig. 5a and Extended Data Fig. 8a)^4,19,30^. 

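The 4 exGut high genes drawn as p53 targets in Fig. 5a were all called, here with mean ± SD TPM in exGut and emGut (n = 8 each) and mm10 positions. Ccng1 (ENSMUSG00000020326, chromosome 11, 40748552–40755311) was 117 ± 35.9 against 22.3 ± 5.77 (log2 fold change 2.31, SE 0.201, limma adjusted p = 4.07e-07). Phlda3 (ENSMUSG00000041801, chromosome 1, 135766119–135769136) was 109 ± 63.4 against 17.6 ± 6.497 (2.48, SE 0.300, 3.36e-05). Trp53inp1 (ENSMUSG00000028211, chromosome 4, 11156431–11174379) was 55.1 ± 12.5 against 16.0 ± 4.52 (1.74, SE 0.186, 6.92e-06). For these 3 genes every exGut value lies above every emGut value. Perp (ENSMUSG00000019851, chromosome 10, 18845020–18857073) was 36.8 ± 15.7 against 13.55 ± 6.73 (1.40, SE 0.295, 0.00860; exact permutation p = 0.00109), with 6 of 8 exGut values above all emGut values; it was not called in the midgut alone (1.21, adjusted p = 0.108). In the 26 alternative fits all 4 stay called.

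The mean over the 4 genes differs by 1.98 (exact permutation p = 0.000155, the smallest possible; 0.000355 adjusted over 16 lists). The authors picked the 4 genes from the exGut high genes of these libraries. A list of 23 other p53 target genes, written from general knowledge, is higher in exGut by 0.67 in its mean (20 genes higher, 3 lower; 5 called, not among them Cdkn1a and Mdm2), with all 8 exGut libraries above all emGut libraries (exact p = 0.000155; 0.000355 adjusted); emMidgut replicate 4 is the lowest emGut library and set apart. Cdkn1a was higher in exGut at a limma adjusted p under 0.05 and missed only the fold change threshold, whereas Mdm2 met neither threshold. With the gut region as a covariate 8 of the 23 were called, Cdkn1a and Mdm2 again not. Trp53 itself (ENSMUSG00000059552, chromosome 11, 69580359–69591873) was 195 ± 44.1 against 219 ± 28.6 TPM and was not called (-0.19, limma adjusted p = 0.513). A response to cell sorting is not excluded as a part of the rise, though the values for it are weak. The mean of 10 immediate early genes is higher in exGut by 0.69 (exact permutation p = 0.111, or 0.0139 within regions), and none was called.

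**Figure D3:**
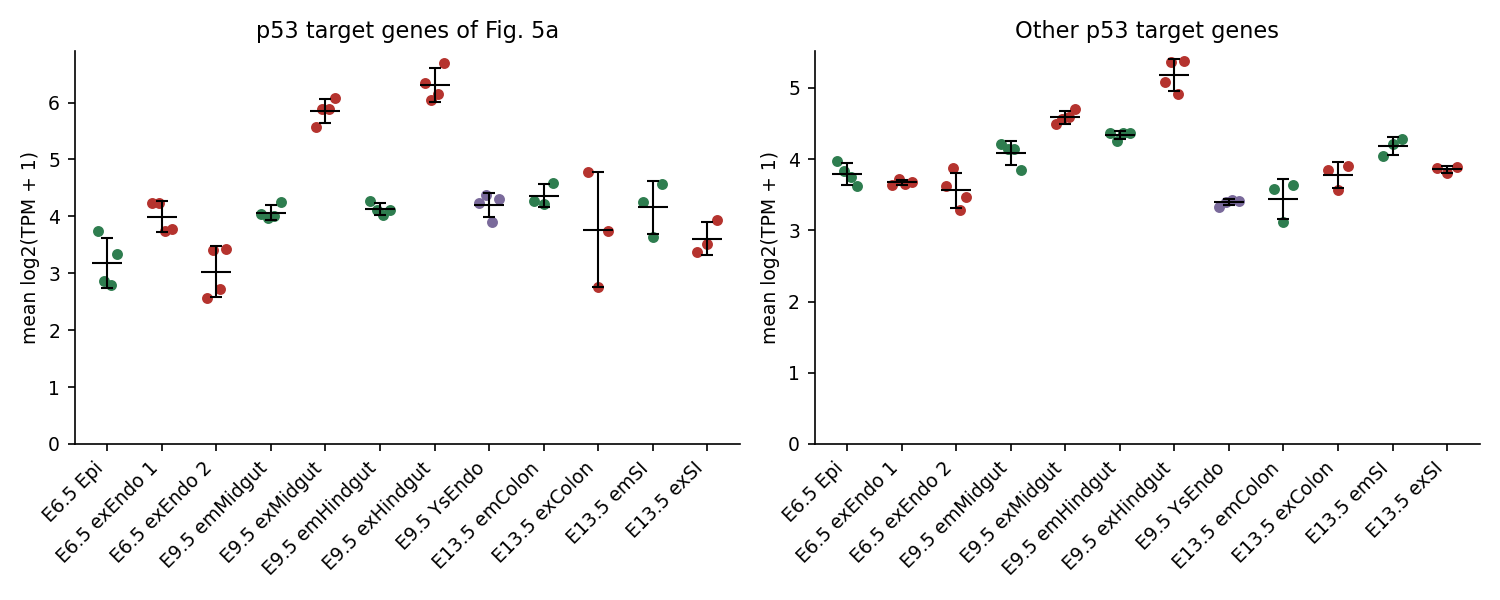
Mean log2(TPM + 1) over the 4 p53 target genes of Fig. 5a and over 23 other p53 target genes (vertical axes) per library in each group (horizontal axes); points are libraries and bars give mean ± SD. The E9.5 exGut minus emGut differences are 1.98 and 0.67.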

To investigate whether p53 is directly involved in the lineage-specific cell elimination, we generated four *p53*-mutant E13.5 embryos by electroporating zygotes with Cas9 and three guide RNAs (gRNAs) targeting *p53* exons (Fig. 5b and Extended Data Fig. 8b). As controls we used four stage-matched wild-type embryos. We dissected the gastrointestinal tract, sorted EPCAM^+^ endoderm cells and performed multiplexed scRNA-seq, which recovered 9,278 and 9,710 single-cell profiles from wild-type and *p53*-mutant embryos, respectively (average of 3,849 genes and 14,774 captured molecules per cell; Supplementary Table 8). De novo clustering of the wild-type cells resulted in nine cell states, which we annotated based on known marker genes^19,31^ as endoderm-derived epithelial cells of distinct parts of the colon, small intestine, stomach and pancreas (Fig. 5b,c and Extended Data Fig. 8c–e). Next, we showed that the *p53*-mutant cells distribute similarly across the different organ clusters when projected onto the reference map of wild-type cells (Fig. 5b,c and Extended Data Fig. 8c–g). Using Rhox5 and Trap1a, consistent with our data above, we found virtually no sign of extraembryonic cells in the wild-type E13.5 embryos, whereas in the *p53* knockouts (KOs), we readily detected extraembryonic cells, even up to 6% in the proximal colon (Fig. 5d and Extended Data Fig. 8h).

**Fig. 5:**
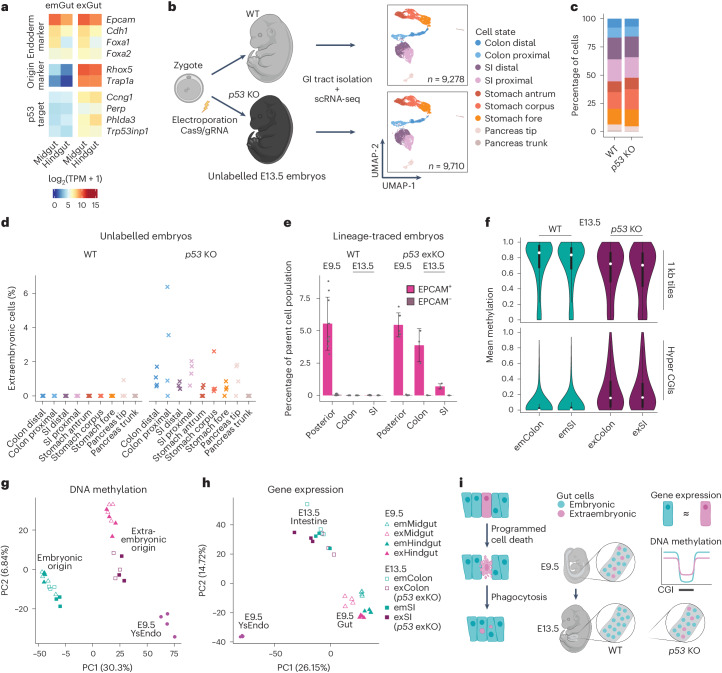
p53 disruption allows the survival of exGut cells with origin-specific signatures. **a**, Expression levels (log_2_-transformed) of endoderm and extraembryonic origin marker genes as well as four exGut high genes that are known p53 target genes in E9.5 gut samples. **b**, Schematic of the generation of wild-type (WT) and *p53*-KO embryos using Cas9-mediated genetic perturbation (left). UMAP of WT (top) and *p53*-KO (bottom) epithelial cells sorted from the gastrointestinal (GI) tract of E13.5 embryos (right; *n* = 4 independent biological replicates per condition). Colours indicate the assigned cell state. **c**, Percentage of cells that belong to the individual cell states in WT and *p53-*KO GI tracts. **d**, Percentage of extraembryonic cells (Rhox5^+^Trap1a^+^ cells) in the WT and *p53*-KO organs of unlabelled embryos of the experiment shown in **b** and **c** (all four individual embryo replicates are shown). In the WT, only one cell with Rhox5 and Trap1a expression was found at E13.5, whereas a substantial fraction with extraembryonic origin survived in the *p53* KO. **e**, Comparison of the proportion of mCherry^+^ cell content in WT lineage-traced embryos (left; data from Fig. 2h) and lineage-traced embryos with extraembryonic-specific *p53* KO (exKO; right) showing in the posterior part of E9.5 embryos (*n* = 5) and the colon and small intestine from E13.5 embryos (*n* = 3). The bars denote the mean, the error bars denote the s.d. and individual replicates are shown as dots. **f**, Average genome-wide methylation (top; 1 kb tiles, *n* = 583,771) and the methylation of CGIs hypermethylated in the E6.5 exEndo 1 compared with the epiblast (bottom; hyper CGIs, *n* = 1,292) in E13.5 tissues (reduced representation bisulfite sequencing, RRBS). The violin plot characteristics are the same as in Fig. 4c (*n* = 3 biological replicates). **g**, DNA methylation PCA of E9.5 and E13.5 RRBS samples based on the 5,000 most variably methylated 1 kb tiles where samples largely separate according to lineage origin. **h**, Gene expression PCA of E9.5 and E13.5 RNA-seq samples based on the 5,000 most variably expressed genes, where samples largely separate according to tissue type. **i**, Simplified schematic showing the developmental fate and molecular characteristics of extraembryonic cells in the gut. SI, small intestine.

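The endoderm genes of Fig. 5a were called in no fit of exGut against emGut (n = 8 each; mm10 positions). Epcam (ENSMUSG00000045394, chromosome 17, 87635979–87651129) was 745 ± 224 TPM in exGut and 603 ± 247 in emGut (log2 fold change 0.36, limma adjusted p = 0.501, or 0.00800 with the region as a covariate). In the hindgut alone it was higher in all 4 exHindgut libraries than in all emHindgut libraries (0.54, limma adjusted p = 0.0136), with a fold change below the threshold. Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351–106670246) was 114 ± 46.4 against 107 ± 48.5 (0.11, 0.901). Foxa1 (ENSMUSG00000035451, chromosome 12, 57540628–57546916) was 72.8 ± 46.0 against 72.2 ± 57.0 (0.24, 0.883). Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877–148046969) was 56.3 ± 14.5 against 46.3 ± 7.26 (0.25, 0.489), with emMidgut replicate 1 below the other emGut libraries. The signs of the Cdh1 and Foxa1 changes turn, to -0.0211 and -0.0207, without emHindgut replicate 2. The mean over the 4 genes differs by 0.24 (exact permutation p = 0.451; 0.481 adjusted over 16 lists), with an exact p of 0.0306 (0.0445 adjusted) when libraries are permuted within regions.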

To investigate whether additional time may lead to epigenetic resetting, we utilized our two-colour lineage-tracing strategy with a modification that allows for the generation of extraembryonic-specific KOs (Extended Data Fig. 9a). 

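The E13.5 libraries are 3 each of emColon, emSI, exColon and exSI. Median read pairs, as the paper lists them, are 48.0, 71.4, 42.4 and 55.5 M. Genes above 1 TPM in at least 3 libraries were tested, with the organ as a covariate where both organs were analysed together. In an exact permutation test 3 against 3 libraries cannot give a p under 0.1, and 6 against 6 permuted within organs cannot go under 0.005. In simulated data a log2 change of 2 was recovered for 28% of genes in the small intestine alone and for 56% over both organs. In the extraembryonic cells of these embryos *p53* was disrupted and in the embryonic cells it was not, so lineage origin, genotype and strain change together.

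mCherry was 4650 ± 2322 TPM in the 6 extraembryonic libraries and is listed at 0 in all 6 embryonic libraries. EGFP was 1.34 ± 2.32 TPM in the extraembryonic and 530 ± 82.2 in the embryonic libraries. By limma, 30 of 11167 genes were called between exColon and emColon (26 higher), 84 of 11376 between exSI and emSI (58 higher) and 78 of 12483 over both organs (60 higher). Without a filter on low values the counts are 8 in each organ. Leaving out single libraries gives 2 to 21 calls in exColon (lowest without exColon replicate 3) and 27 to 68 in exSI (lowest without exSI replicate 1).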

We collected embryos at E9.5 and isolated the small intestine and colon at E13.5. Using fluorescence microscopy and flow cytometry analysis, we found that mCherry^+^ extraembryonic cells persisted in the organs when *p53* was mutated (Fig. 5e and Extended Data Fig. 9b–f). Moreover, we recapitulated the *p53*-KO-dependent survival and proliferation of exGut cells in vitro (Extended Data Fig. 10a–c). Next, we profiled DNA methylation (Supplementary Table 9) and found that surviving *p53-*mutant extraembryonic cells at E13.5 still preserve the characteristic extraembryonic epigenome (Fig. 5f). A comparison with E9.5 samples showed that the surviving *p53*-mutant extraembryonic cells were most similar to cells with the same lineage origin based on the DNA methylome, regardless of the developmental stage and tissue (Fig. 5g). In contrast, when we compared their transcriptional profiles (Supplementary Tables 2 and 3), extraembryonic cells at E13.5 were more similar to embryonic cells of the same developmental stage and tissue than to the YsEndo and E9.5 gut cells with extraembryonic origin, which suggests a differentiation trajectory similar to their embryonic counterparts (Fig. 5h). 

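Over 16270 genes, exColon and emColon libraries correlate at 0.842 and exSI and emSI libraries at 0.879. Each of the 6 extraembryonic libraries is closer to the embryonic libraries of its organ than to YsEndo, by 0.0569 ± 0.00699. Against the E9.5 exGut libraries the advantage is 0.0109 ± 0.0274 and positive in 3 of 6 libraries: all 3 exSI libraries (0.0325 to 0.0409) and none of exColon (-0.0208 to -0.00662). By region, exColon correlates at 0.868 with exMidgut and 0.844 with exHindgut, and exSI at 0.857 with exMidgut and 0.830 with exHindgut. emColon libraries correlate among themselves at 0.854, less than exColon with exMidgut, so the spread between emColon libraries limits the exColon ranking. In a principal component analysis of the 5000 most variable genes (29.4% and 16.8% of the variance on the first components) exColon lies 15.8 units from emColon, 55.4 from exMidgut and 102 from exHindgut, and exSI 29.3 from emSI and 81.2 from exMidgut. exColon lies closer still to emSI, at 10.1 units. From the similarity to embryonic cells of the same stage and tissue the paper proposes a differentiation trajectory similar to that of the embryonic counterparts.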

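Of the E9.5 exGut high genes tested at E13.5, 120 of 132 (90.9%, 95% interval 84.8 to 94.7) are higher in the extraembryonic libraries over both organs, where 58.4% of all tested genes are. Of the exGut low genes, 127 of 147 (86.4%, 79.9 to 91.0) are lower, where 41.6% of all tested genes are. As single genes 29 and 7 were called in the E9.5 direction and 1 and 0 in the other. Set tests give camera p = 1.47e-43 for the high and 2.39e-26 for the low genes with a preset correlation of 0.01, 1.60e-08 and 2.10e-05 with an estimated correlation, and 4.18e-12 and 4.66e-06 with fry. No E9.5 library is part of this comparison.

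Rhox5 was 1109 ± 291 TPM and Trap1a 669 ± 105 TPM in the 6 extraembryonic libraries, and both are listed at 0 in the 6 embryonic libraries. Cdkn2a was 718 ± 201 against 19.3 ± 36.5 TPM (log2 fold change 6.71, limma adjusted p = 1.83e-05) and Xlr3a 365 ± 92.1 against 1.91 ± 4.22 (7.71, 2.02e-08). The germline genes of Fig. 3e are higher by 4.34 and the axonogenesis genes lower by -0.79 in list mean over both organs (exact permutation p within organs = 0.005 for each, the smallest possible, not adjusted). By organ the axonogenesis mean changes by -0.28 in exColon and -1.30 in exSI and the germline mean by 4.39 and 4.28; a difference between the organs was not tested. Mesenchymal transcripts vary between the emSI libraries (Col3a1 203, 43.9 and 0 TPM in replicates 1, 2 and 3). Mesenchyme as a part of the exSI fall is therefore not excluded, although replicate 3 still has 89.3% of the exGut low genes above their exSI mean. The mean of the p53 target genes of Fig. 5a changes by -0.57 (exact p = 0.095), with single genes in both directions. Phlda3 is lower, 6.94 ± 8.49 against 44.9 ± 16.4 TPM (-3.53, limma adjusted p = 0.0387). Ccng1 (-0.61, adjusted p = 0.606), Perp (0.70, 0.742) and Trp53inp1 (1.14, 0.409) were not called.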

Notably, latent origin-specific gene expression signatures are still largely retained in line with the epigenetic memory (Extended Data Fig. 10d,e).

In summary, *p53*-mutant extraembryonic cells can survive despite maintaining their extraembryonic epigenome, which remarkably also allows for continued development and contribution to organs at later stages.

## Discussion

Embryonic development holds many unresolved mysteries, including the fate and role of extraembryonic cells that contribute to the embryonic gut. Here we showed that these exGut cells retain a global epigenetic memory, which also explains some of the remaining transcriptional differences. By midgestation, programmed cell death and clearance via non-professional phagocytosis results in their elimination, which can be overcome by loss of p53 and leads to the survival of molecularly distinct extraembryonic cells in the gut (Fig. 5i).

To support normal development and maintain homeostasis in adult tissues, dying cells and their remnants have to be cleared^32^, which is particularly relevant in epithelial tissues to keep their overall integrity^33^. Within these contexts, dying cells are often extruded, whereas we observed that extraembryonic gut remnants are taken up, raising the possibility that they may serve an additional role as shown for zebrafish embryos^34^. Clearance of these extraembryonic remnants precedes the emergence of macrophages (immune cells with professional phagocytic activity)^35^. We found evidence that they are mainly taken up by neighbouring epithelial gut cells, thereby providing an argument for non-professional phagocytosis as the clearance mechanism^32^. This result also supports the immune-like function of epithelia, which was reported for pre-implantation vertebrate embryos^36^. Epithelial cells were also shown to play a prominent role in adult immune surveillance, where oncogenic neighbours are eliminated by cell competition in a process termed epithelial defence against cancer^37^. The nature of exGut cell elimination resembles instances of cell competition, including those described for the epiblast and surface ectoderm of mouse embryos^38^. Further work is needed to test whether exGut cells are similar to the so-called ‘loser’ cells. Molecular recognition of distinct, potentially harmful cells depends on cell–cell communication and cell surface proteins have recently been shown to mediate aberrant cell removal in an epithelial tissue^39^. Along these lines, we found differentially expressed genes encoding membrane proteins, suggesting that a cell surface code may ensure the selective elimination of extraembryonic cells in the embryonic context.

Our detailed transcriptional analysis demonstrated, in agreement with previous studies, that extraembryonic cells are capable of acquiring distinct transcriptional states that correspond to multiple endodermal organ progenitors. However, our work also expands the limited set of previous marker genes that distinguish gut cells with the two lineage origins. Many of these genes, including germline genes, are expressed in the extraembryonic progenitors at the onset of gastrulation, pointing to transcriptional memory. Among them is Trap1a, which shows little to no expression in normal somatic cells and was the first tumour rejection antigen identified in mice^40^. More generally, cancer/testis antigens are typically restricted to the germline and extraembryonic tissues, and are aberrantly expressed in various cancers^41^. A large fraction of these genes is located in clusters on the X chromosome and sensitive to loss of DNA methylation, which are characteristics shared with many of the exGut marker genes. Furthermore, our DNA methylome analysis demonstrates the relationship between some transcriptional differences and a more globally distinct epigenome, where exGut cells retain their original epigenetic status, including intermediate genome-wide levels and hypermethylation at select CGIs. It is unclear how this distinct non-embryonic form of genome regulation can support the range of transcriptional states that emerge along the gut axis. The disruption of *p53* in exGut cells demonstrated that the window and ability of these cells to differentiate can be extended—although how long remains to be determined in future studies.

In summary, our data settle key questions about the molecular state and fate of extraembryonic cells in mouse post-implantation development while adding to the ongoing investigations of reprogramming cellular identities as well as epithelial immune-like function.

## Methods

### Laboratory animals

All animal work performed in this study was approved by the local authorities (LAGeSo Berlin, license numbers G0243/18 and G0098/23). Mice were kept in individually ventilated cages under specific pathogen-free conditions in animal rooms with a light cycle of 12 h/12 h, temperatures of 20–24 °C and humidity of 45–65%. The mice received autoclaved water and a standard rodent diet ad libidum. Hsd:ICR (CD-1) and C57BL/6J mice were obtained from Envigo/Inotiv.

### Culture of mESCs

The mouse ESCs (mESCs) used in this study originate from the F1G4 background^42^; the parental male cell line was obtained from the laboratory of A. Nagy (Toronto, Canada). The mESCs were cultured on gelatinized plates coated with mitotically inactive primary CD-1 mouse embryo fibroblasts (MEFs) in the presence of serum and LIF in mESC medium (KnockOut DMEM (Thermo Fisher Scientific, 10829018), 15% fetal bovine serum (FBS; Thermo Fisher Scientific, 16140071), 1×GlutaMAX supplement (Thermo Fisher Scientific, 35050038), 1×non-essential amino acids (Thermo Fisher Scientific, 11140035), 1:1,000 2-mercaptoethanol (Thermo Fisher Scientific, 21985023), 1×penicillin–streptomycin (Thermo Fisher Scientific, 15140122) and laboratory-purified recombinant LIF). The cells were passaged every 2–3 d by first rinsing the cells twice with Dulbecco’s phosphate-buffered saline (DPBS; Thermo Fisher Scientific, 4190144), detaching them using 1×TrypLE express enzyme (Thermo Fisher Scientific, 12604021) and then plating on MEFs; the medium was changed every day.

### Generation of GFP^+^ reporter mESCs

Wild-type F1G4 cells were used to generate the GFP^+^ reporter mESCs. The targeting vector contained the CAG promoter, EGFP coding sequence and SV40 polyadenylation signal, flanked by sequences homologous to the Rosa26 locus (the genomic coordinates are listed in Supplementary Table 10). This was co-transfected with a plasmid encoding Cas9 (PX459; Addgene, 62988) and containing a gRNA targeting the Rosa26 locus (the gRNA sequence is listed in Supplementary Table 10) using FuGENE HD transfection reagent (Promega, E2311) as per the manufacturer’s instructions. Briefly, 400,000 mESCs were plated the day before transfection. For the transfection, 8 µg of each plasmid DNA was diluted in 125 µl Opti-MEM (Thermo Fisher Scientific, 31985062); 25 µl of FuGENE reagent (room temperature) was diluted with 100 µl Opti-MEM. The diluted FuGENE was added to the diluted DNA, incubated at room temperature for 15 min and added dropwise to the cells. The medium was changed the next day. GFP-expressing mESCs were isolated by FACS 48 h after transfection and single-cell-derived clones stably expressing GFP were picked and expanded (GFP^+^ mESCs).

### Generation of mCherry^+^ reporter mice

To generate mCherry^+^ reporter mESCs, the PiggyBac EF1a–mCherry transposon plasmid from the previously published construct in Chan et al.^6^ was used with the following modifications. The triple gRNA cassette was removed and the plasmid was re-ligated to ensure stable expression of mCherry driven by a full-length intron-containing EF1a promoter. Ubiquitous chromatic opening element and insulators were maintained to preserve a high level of mCherry expression in every cell. Wild-type F1G4 cells were transfected with this EF1a–mCherry plasmid and the improved super piggyBac transposase using Xfect mESC transfection reagent (Takara, 631320) according to the manufacturer’s instructions. After 48 h, mCherry-expressing cells were isolated by FACS and single-cell-derived clones stably expressing mCherry were picked and expanded. Next, G_0_ mice were generated via tetraploid complementation assay^43^ and G_0_ male mice were crossed with C57BL/6J females (age, ≥8 weeks) to generate F_1_ animals. For the establishment and maintenance of the mCherry^+^ colony, C57BL/6J females (age, ≥8 weeks) were regularly mated with mCherry^+^ males (age, ≥8 weeks); mCherry expression was verified for the different generations using DFP-1 Dual Fluorescent Protein Flashlight with Royal Blue and Green excitation (NIGHTSEA).

### Embryo complementation assays

For all complementation assay types described below, mCherry^+^ males (age, ≥8 weeks) were mated with Hsd:ICR (CD-1) females (age, 6–20 weeks) for embryo isolation at the specified stages. The embryos are cultured in potassium simplex optimized medium (KSOM; Cosmo Bio, R-B074) under mineral oil at 37 °C and 5% CO_2_. Embryos developing to expanded blastocysts were re-transferred into the uterine horns (maximum 15 embryos on each side) of a pseudopregnant CD-1 female (age, 6–20 weeks) at 2.5 d post coitus (generated by mating with vasectomized CD-1 males; age, ≥12 weeks). Post-implantation embryos were isolated according to the indicated embryonic day, with a 24 h developmental delay accommodated due to the re-transfer procedure.

### Diploid complementation assay by morula aggregation—two-colour lineage tracing

Pre-compaction morula-stage (4–8 cell stage) embryos were isolated at 2.5 d post coitus, treated with Acidic Tyrode’s solution (Sigma-Aldrich, T1788) to remove the zona pellucida and placed in handmade depressions of the aggregation plate (Falcon, 353001). GFP^+^ mESCs were thawed and cultured on MEFs, in serum and LIF conditions, for 2 d and colonies were detached from the plate by a brief (approximately 30 s) trypsinization step (Thermo Fisher Scientific, 25300054). A small colony of 8–15 cells was then picked and added to each depression containing a single mCherry^+^ pre-compaction morula. The aggregates were incubated for 48 h, and those that successfully formed expanded blastocysts were re-transferred. We refer to this strategy as the two-colour lineage tracing, and GFP^+^ embryos with gut-specific mCherry signal were used for downstream experiments. GFP^+^ cells are male as they were derived from the parental F1G4 mESC line, whereas mCherry^+^ cells can be either female or male, as pre-implantation embryos were generated via natural mating. Note that low mESC quality, incorrect morula-staging or aggregate preparation can result in technical failures that lead to chimaeric embryos. Previously, chimaeric offspring were obtained via diploid complementation assay by morula aggregation but using a different mESC line (R1)^12,43^.

### Tetraploid complementation assay by morula aggregation

Embryos at the two-cell stage were isolated at 1.5 d post coitus and electrofused in a CF.150/B cell fusion device (BLS) using the following settings: 2 V HF sinus to align the embryos along the electrodes, 30 V pulse, 35 μs pulse length and one repeat pulse. The embryos were then monitored for fusion. The following day, mCherry^+^ pre-compaction tetraploid morulae (4–8 cell stage) were treated with Acidic Tyrode’s solution to remove the zona pellucida and placed in handmade depressions of the aggregation plate. GFP^+^ mESCs were thawed and cultured on MEFs, in serum and LIF conditions, for 2 d and colonies were detached from the plate by a brief (approximately 30 s) trypsinization step. A small colony of 8–15 cells was then picked and added to each depression containing a single mCherry^+^ tetraploid morula, followed by the addition of another zona pellucida-free mCherry^+^ tetraploid morula. The aggregates were incubated for 48 h and those that successfully formed expanded blastocysts were re-transferred.

### Diploid complementation assay by blastocyst injection

Pre-compaction morula-stage embryos were isolated at 2.5 d post coitus. These were cultured overnight in KSOM medium at 37 °C and 5% CO_2_ until they reached the expanded blastocyst stage. GFP^+^ mESCs were thawed and cultured on MEFs, in serum and LIF conditions, for 2 d and then 8–12 single cells were injected into the blastocyst using an Eppendorf CellTram 4r oil microinjector. Embryos were cultured for at least 2 h before re-transfer.

### Generation of *p53-*KO embryos

Zygote electroporation was used to generate KO embryos as described previously^18^. Briefly, pronuclear stage 3 zygotes were isolated 0.5 d post coitus from CD-1 females (age, 6–20 weeks) mated with CD-1 males (age, ≥8 weeks). Electroporation reactions were set up according to the manufacturer’s guidelines (Integrated DNA Technologies, Alt-R CRISPR–Cas9 ribonucleoprotein (RNP) complex protocol) just before the electroporation. Briefly, 4.5 μl of 200 μM Alt-R CRISPR–Cas9 tracrRNA (Integrated DNA Technologies, 1072533) and 3 μl of each 100 μM Alt-R CRISPR–Cas9 crRNA XT targeting *p53* (the gRNA sequences are listed Supplementary Table 10) were mixed, heated to 95 °C for 5 min and allowed to anneal at room temperature for 5 min. This crRNA–tracrRNA mix and 3 μl of 61 μM Alt-R S.p. HiFi Cas9 nuclease V3 (Integrated DNA Technologies, 1081059) was diluted in 133.5 μl Opti-MEM and incubated at room temperature for 20 min. We used a NEPA21 electroporator with a 5 mm gap electrode chamber and the following settings: for the poring pulse, 225 V, 2 ms pulse length, 50 ms pulse interval, four pulses, 10% decay rate and + polarity; for the transfer pulse, 20 V, 50 s pulse length, 50 ms pulse interval, five pulses, 40% decay rate and alternating +/− polarity. Electroporated zygotes were washed and cultured in KSOM medium at 37 °C and 5% CO_2_ until they reached the expanded blastocyst stage. They were then re-transferred into the uterine horns (maximum 15 embryos on each side) of a pseudopregnant CD-1 female at 2.5 d post coitus (generated by mating with vasectomized CD-1 males). Post-implantation embryos were isolated according to the indicated embryonic day, with a 24 h developmental delay accommodated due to the re-transfer procedure. As a control, stage-matched embryos were used from natural mating of wild-type CD-1 females (age, 6–20 weeks) and males (age, ≥8 weeks), with midday of vaginal plug considered to be E0.5. As the embryos were generated via natural mating, they can be either female or male (wild-type, three females and one male; *p53*-KO, one female and three males).

### Generation of extraembryonic lineage-specific *p53*-KO embryos combined with the two-colour lineage-tracing strategy

We generated *p53*-KO zygotes as described in the section ‘Generation of *p53*-KO embryos’, except that zygotes were isolated from CD-1 females mated with mCherry^+^ males. When the *p53*-KO mCherry^+^ embryos reached the pre-compaction morula stage at 2.5 d post coitus, they were treated with Acidic Tyrode’s solution to remove the zona pellucida and placed in handmade depressions of the aggregation plate. GFP^+^ mESCs were thawed and cultured on MEFs, in serum and LIF conditions, for 2 d and colonies were detached from the plate by a brief (approximately 30 s) trypsinization step. A small colony of 8–15 cells was then picked and added to each depression containing a single *p53*-KO mCherry^+^ pre-compaction morula. The aggregates were incubated for 65–70 h and those that successfully formed expanded blastocysts were re-transferred. Post-implantation embryos were isolated according to the indicated embryonic day, with a 24 h developmental delay accommodated due to the re-transfer procedure.

### E6.5 post-implantation embryo collection and preparation for downstream experiments

Deciduae were collected into ice-cold HBSS (Gibco, 14175095), E6.5 embryos were collected into ice-cold M2 medium (Merck, MR-015-D) and tissues were isolated as described previously^8^. Briefly, the embryos were bisected at the embryonic–extraembryonic border, washed in three drops of HBSS and incubated for 15 min at 4 °C in 0,5% trypsin (Thermo Fischer Scientific, 15400054) with 2,5% pancreatin (Sigma-Aldrich, P3292-25G) dissolved in DPBS. The distal exEndo was manually separated from the epiblast by drawing the distal half through a narrow glass capillary. Similarly, the proximal exEndo was manually separated from the extraembryonic ectoderm. The epiblast and the exEndo tissues from individual embryos (generated via two-colour lineage tracing) were collected into RLT Plus Buffer (Qiagen, 1053393) for RNA-seq (see below); pooled proximal or distal exEndo tissues were collected from wild-type CD-1 embryos for WGBS (see below) in Lysis buffer (10 mM Tris–HCl pH 8.0 (Thermo Fisher Scientific, 15568025), 10 mM NaCl (Sigma-Aldrich, S5150-1L), 10 mM EDTA (Thermo Fisher Scientific, 15575020), 0.5% SDS (Thermo Fisher Scientific, AM9822) and 300 µg ml^−1^ proteinase K (New England Biolabs, P8107S)).

### E9.5 post-implantation embryo collection and preparation for downstream experiments

Deciduae were collected into ice-cold HBSS, E9.5 embryos (somite number, 18–28) were dissected in ice-cold M2 medium, the extraembryonic tissues were completely removed and the yolk sac was kept. For the scRNA-seq analysis (see below), whole lineage-traced embryos were used to determine the cell-type identities of mCherry^+^ and dual^+^ cells. For assessing extraembryonic cell content in lineage-traced embryos (comparing wild-type and *p53* extraembryonic-specific KO), the embryos were cut in half with a micro knife along the anterior–posterior axis and the posterior half was used for further experiments. For RNA-seq, RRBS and WGBS experiments (see below), wild-type lineage-traced E9.5 embryos were cut in half with a micro knife along the anterior–posterior axis. The midgut was manually isolated from the posterior half using tungsten needles (Fine Science Tools, 10130-10) and the most posterior part, containing the hindgut, was also kept. For each midgut and hindgut replicate, corresponding tissues from four embryos were pooled.

The embryos, isolated tissues and yolk sac were washed in ice-cold HBSS and dissociated with 0.25% trypsin–EDTA (Gibco, 25200056) for 10 min at 37 °C to obtain single cells. This was quenched with KnockOut DMEM (Thermo Fisher Scientific, 10829018) containing 10% FBS (PAN-Biotech, P30-2602) and 0,05 mg ml^−1^ DNase I (Merck, 11284932001) to dissociate the cells via pipetting, and the cells were also washed once with this buffer. After blocking with normal mouse serum (Invitrogen, 31881) for 5 min on ice, the cells were stained for EPCAM (Alexa Fluor 647 anti-EPCAM; BioLegend, 118212) in FACS buffer (HBSS with 2% FBS and 0,5 mM EDTA (Thermo Fischer Scientific, 15575020)) for 10 min on ice. Specifically for the pooled midgut and hindgut samples, enrichment of EPCAM^+^ cells was performed by magnetic separation (MACS) using anti-Cy5/anti-Alexa Fluor 647 MicroBeads (Miltenyi Biotec, 130-091-395), as per the manufacturer’s instructions, with the MS columns (Miltenyi Biotec, 130-042-201) and an OctoMACS Separator (Miltenyi Biotec, 130-042-109). Finally, the cells were stained with 0.02% DAPI (Roche Diagnostics, 102362760019) in FACS buffer for 8 min on ice, washed once, resuspended in FACS buffer and kept on ice until flow cytometry analyses or sorting.

### E13.5 post-implantation embryo collection and preparation for downstream experiments

E13.5 embryos were dissected in DMEM/F-12 medium (Thermo Fischer Scientific, 21041025) containing 10% FBS. For scRNA-seq analysis of the wild-type and *p53*-KO embryos (see below), the gastrointestinal tract was isolated, after which dissociation, staining for EPCAM, enrichment by MACS and preparation for FACS was performed as described earlier for E9.5 midgut and hindgut samples. For RNA-seq and RRBS (see below), E13.5 lineage-traced embryos were collected, from which the intestine was isolated and split into the small intestine and colon parts with a micro knife. Dissociation, staining for EPCAM and sample preparation for FACS were then performed as described earlier for E9.5 embryos.

### FACS

A FACS Aria Fusion (BD Biosciences) flow cytometer with an 85 µm nozzle and a BD FACS Diva software were used for all sorting experiments. Dead cells were excluded based on DAPI staining and cells were analysed or sorted based on the signal intensity of EPCAM (Alexa Fluor 647 anti-EPCAM), GFP and mCherry. For the scRNA-seq analysis (see below) to determine the cell-type identities of mCherry^+^ and dual^+^ cells, wild-type lineage-traced whole E9.5 embryos were used and the dual^+^ cells were sorted into three populations based on the mCherry signal intensities. For the low-input bulk RNA-seq, RRBS and WGBS analysis (see below), gut cells from manually isolated tissues were used from E9.5 wild-type lineage-traced embryos, EPCAM^+^ dual^+^ cells were sorted with low mCherry^+^ signal intensity as embryonic gut control for the mCherry^+^ extraembryonic gut. (Note that at E9.5, the EPCAM^+^ GFP-only cell population contains surface ectoderm and primordial germ cells in addition to embryonic gut endoderm cells, thus the GFP-only population is not suitable as an embryonic gut endoderm control^44,45^. As established by our scRNA-seq, dual^+^ cells are of embryonic origin and EPCAM^+^ dual^+^ cells correspond to gut endoderm.) For RNA-seq, RRBS and WGBS analysis of E9.5 YsEndo, cells positive for both EPCAM and mCherry were isolated. For the low-input bulk RNA-seq and RRBS of organs from E13.5 lineage-traced embryos with extraembryonic p53-KO, EPCAM^+^GFP^+^ cells were sorted as the embryonic control for mCherry^+^ extraembryonic cells because at this stage there is no contamination by non-endoderm cell types unlike at E9.5. For the scRNA-seq analysis of wild-type and *p53-*KO gastrointestinal tract, EPCAM^+^ endodermal cells were sorted. The sorted cells were collected into ice-cold RLT Plus buffer for bulk RNA-seq and RRBS or into Lysis buffer for WGBS, whereas the cells were sorted into ice-cold DPBS for single-cell RNA-seq analysis with MULTI-seq labelling. Flow cytometry data analyses were done using FlowJo (BD, version 10.8.1). Representative gating strategies are provided in Supplementary Information 1.

### Low-input bulk RNA-seq

The protocol for RNA-seq library preparation was adopted from the Smart-RRBS protocol^23^ for low-input bulk samples with a few modifications. Briefly, instead of using single cells, 40–50 cells were sorted from the pooled posterior parts (midgut and hindgut) of lineage-traced E9.5 embryos or the corresponding yolk sac tissues into 20 μl RLT Plus buffer. Similarly, 40–50 cells were sorted from individual organs (colon and small intestine) isolated from lineage-traced E13.5 embryos. Individual progenitor tissues (Epi, exEndo 1 and 2) were isolated from E6.5 lineage-traced embryos and each was collected into 20 μl RLT Plus buffer. Poly(A)+ messenger RNA was separated from genomic DNA using beads with Oligo(dT) and reverse transcribed in the presence of a template-switching oligonucleotide; for complementary DNA amplification, the cycle number was reduced to 15–16 cycles. The PCR products were purified using AMPure XP beads (Beckman Coulter, A63881) and normalized to 0.1 ng/μl concentration. Then, the Nextera XT DNA Library Preparation Kit (Illumina #FC-131-1024) was used to obtain the RNA-seq libraries. The quality and concentration of the obtained libraries were measured using High Sensitivity D1000 ScreenTape and reagents (Agilent, 5067-5584 and 5067-5585) on an Agilent 4150 TapeStation. The libraries were then sequenced using 100-base-pair paired-end sequencing on a NovaSeq 6000 platform.

### Low-input bulk RRBS

The protocol for RRBS library preparation was adopted from the Smart-RRBS protocol^23^ for low-input bulk samples with a few modifications. Briefly, instead of using single cells, 40–50 cells were sorted from the pooled posterior parts (midgut, hindgut) of lineage-traced E9.5 embryos and the corresponding yolk sac tissues into 20 μl RLT Plus buffer. Similarly, 40–50 cells were sorted from individual organs (colon and small intestine) isolated from lineage-traced E13.5 embryos. The poly(A)+ mRNA-depleted fraction containing genomic DNA was purified using AMPure XP beads. Genomic DNA was digested with both MspI and HaeIII, followed by end repair, A-tailing and ligation of indexed methylated adaptors. After pooling, bisulfate conversion was performed using an EpiTect fast DNA bisulfite kit (Qiagen, 59824). The cycle number to amplify the bisulfite-converted DNA was reduced to 14–15 and no size fractionation was performed. The quality and concentration of the obtained libraries were measured using High Sensitivity D1000 ScreenTape and reagents on an Agilent 4150 TapeStation. The libraries were then sequenced using 100-base-pair single-end sequencing on a NovaSeq 6000 platform.

### WGBS

Genomic DNA was isolated by phenol–chloroform extraction from wild-type E6.5 exEndo tissues and from cells sorted from the pooled posterior parts (midgut and hindgut) of lineage-traced E9.5 embryos as well as the corresponding yolk sac tissues in Lysis buffer. The genomic DNA was then sheared in micro TUBE AFA Fiber Pre-Slit Snap-Cap tubes (Covaris, 520045), followed by phenol–chloroform extraction. The purified DNA was bisulfite-converted using an EZ DNA methylation-gold kit (Zymo, D5005) and WGBS libraries were processed using an Accel-NGS Methyl-seq DNA library kit (Swift Biosciences, 30096) as per the manufacturer’s recommendations. Libraries were prepared with nine (for E6.5 samples) or 12–13 (for E9.5 samples) final PCR cycles and cleaned using AMPure XP beads. The quality and concentration of the obtained libraries were measured using High Sensitivity D5000 ScreenTape and reagents (Agilent, 5067-5592 and 5067-5593) on an Agilent 4150 TapeStation. The libraries were then sequenced using 150 base pair paired-end sequencing on a NovaSeq 6000 platform.

### MULTI-seq labelling

MULTI-seq labelling was performed as previously described^17^ with few modifications. Briefly, the FACS-isolated single-cell suspension of each sample in DPBS was incubated with a unique Barcode-Lipid modified oligonucleotide ‘anchor’ mix (200 nM final concentration each) for 5 min on ice. Next, a 200 nM ‘co-anchor’ mix was added to each sample and the cells were incubated for an additional 5 min on ice. The reaction was quenched by adding 200 µl of 1% BSA (Sigma-Aldrich, A4503) in PBS and the cell suspensions were then washed twice with 0.4% BSA in PBS. Next, the four samples were pooled in 0.4% BSA in PBS and subjected to the 10x scRNA-seq procedure (described in the following section). The sequences of the MULTI-seq oligonucleotides are listed in Supplementary Table 11.

### ScRNA-seq

The scRNA-seq experiment was performed as previously described^18^. Briefly, the cell suspension after MULTI-seq labelling was filtered using Scienceware Flowmi cell strainers (40 µm), the cell concentration was determined using a haemocytometer and the cells were subjected to scRNA-seq (10x Genomics, Chromium Single Cell 3′ v3.1). Single-cell libraries were generated according to the manual, with one modification: fewer PCR cycles were run than recommended during cDNA amplification (*n* = 11) or library generation/sample indexing (*n* = 10) to increase the library complexity. The quality and concentration of the obtained libraries were measured using High Sensitivity D5000 ScreenTape and reagents on an Agilent 4150 TapeStation. The libraries were sequenced with paired-end fragments according to the parameters described in the manual.

### ScRNA-seq and MULTI-seq barcode recovery

The steps described in the previous section were applied to generate the scRNA-seq library of the MULTI-seq sample, with two modifications: (1) during the cDNA amplification step, 1 µl of an oligonucleotide to enrich for the MULTI-seq barcodes was added to the reaction (see Supplementary Table 11 for the oligonucleotide sequence) and (2) after cDNA amplification and incubation with SPRIselect beads, the MULTI-seq barcode-containing supernatant was collected and subjected to further incubation with SPRIselect beads to recover the MULTI-seq barcode as previously described^17^. MULTI-seq barcode recovery and integrity were measured using High Sensitivity D5000 ScreenTape and reagents on an Agilent 4150 TapeStation. The obtained material was then used as input for MULTI-seq barcode library preparation (described in the following section).

### MULTI-seq barcode library preparation

MULTI-seq barcode libraries were prepared as previously described^17^. Briefly, 15 ng input material obtained from the 10x cDNA purification (described in the previous section) was used to perform library PCR using KAPA HiFi HotStart ReadyMix (Roche, KK2601) in a 50 µl reaction with the following steps: 95 °C for 5 min; ten cycles of 98 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s; 72 °C for 1 min and hold at 4 °C. Next, AMPure XP beads cleanup (1.6×) was performed to purify the MULTI-seq barcode libraries. The quality and concentration of the obtained libraries were measured using High Sensitivity D5000 ScreenTape and reagents on an Agilent 4150 TapeStation. The libraries were then sequenced using asymmetric end sequencing on a NovaSeq 6000 platform.

### Microscopy

Embryos were imaged using a Zeiss Axio Zoom V16 stereo microscope for bright-field and fluorescence microscopy to acquire whole embryo overviews. A weak background signal, presumably autofluorescence, can be seen, which is often noted and due to the limitations of this technique to eliminate out-of-focus light when thick biological specimens are imaged. Embryos were imaged using a Zeiss LSM880 laser scanning microscope with an Airyscan detector or a Zeiss light-sheet LS Z1 microscope to acquire high-resolution images and optical sections. Appropriate filters for GFP, mCherry, DAPI, Alexa Fluor 546, Alexa Fluor 568 and Alexa Fluor 647 were used. To image blastocysts, the fixed embryos were mounted in a DAPI-containing mounting medium (Biozol, VEC-H-1200). For light-sheet microscopy, the specimens were cleared and embedded in 1.5% low-melting agarose (Sigma-Aldrich, A9414) in PBS. Agarose columns containing the samples were inserted into the RIMS-filled acquisition chamber and cleared for an additional 5 h to overnight, depending on the tissue volume. Post-acquisition processing was performed using the ZEN Blue/Black (Zeiss) and ImageJ software packages.

### Whole-mount immunofluorescence and tissue clearing

If not specified otherwise, incubation in buffers was performed at room temperature on a roller. Embryos selected for immunofluorescence were collected in 4 ml glass vials (Wheaton 224882), fixed in 4% paraformaldehyde for 1 h and then washed with PBS (3 × 10 min) and PBST (PBS containing 0.5% Triton X-100; Merck, 9002-93-1) at room temperature (3 × 10 min). For blocking, the embryos were incubated in PBSTB (PBST containing 10% FBS) at 4 °C for a minimum of 24 h. Primary antibody incubation was performed in PBSTB at 4 °C for 48–96 h (the antibodies are listed in Supplementary Table 12). After incubation, the remaining antibody solution was diluted by rinsing the samples 3× with PBSTB, followed by washing with PBSTB (3 × 10 min) and PBST (3 × 10 min). After washing, the specimens were incubated overnight in PBSTB at 4 °C. Secondary antibody incubation was performed in PBSTB at 4 °C for 24–48 h. The embryos were rinsed 3× with PBSTB and washed with PBSTB + 0.02% DAPI (2 × 20 min), followed by PBST + 0.02% DAPI (3 × 20 min) and transferred to eight-well glass-bottomed slides (Ibidi, 80827). After additional washing steps in PBS (3 × 10 min), the embryos were either imaged or processed for tissue clearing. For tissue clearing, stained embryos on eight-well glass slides were incubated in 0.02 M phosphate buffer (0.005 M NaH_2_PO_4_ and 0.015 M Na_2_HPO_4_, pH 7.4; 3 × 5 min). Before clearing, fresh refractive index matching solution (RIMS, 133% w/v Histodenz; Sigma-Aldrich, D2158) in 0.02 M phosphate buffer was prepared and applied to the samples after careful removal of the phosphate buffer. The clearing was performed at 4 °C on a shaking incubator for at least 24 h.

### Ex utero culture of embryos and live-cell imaging

E7.5 embryos were dissected in equilibrated (5% CO_2_) and pre-warmed (37 °C) M2 medium and then transferred to eight-well glass-bottomed slides with a 10 µl drop of Matrigel (Corning, 356231) to position the embryo. Next, equilibrated and pre-warmed culture medium was added (50% rat serum (Janvier labs, Sprague Dawley rat serum) and 50% DMEM-F-12 medium). The embryos were cultured and imaged at 37 °C with 5% CO_2_ using a Zeiss LSM880 confocal laser scanning microscope. LysoTracker deep red (Invitrogen, L12492) was used at a concentration of 1 μM in the embryo culture media.

### In vitro culture of sorted gut cells

Wild-type lineage-traced embryos or lineage-traced embryos with extraembryonic *p53* KO were isolated at E9.5. The embryos were cut in half along the anterior–posterior axis with a micro knife and the posterior half, including the midgut and hindgut region, was used further. A single-cell suspension was prepared for FACS as described earlier. EPCAM^+^ exGut (mCherry^+^) and EPCAM^+^ emGut (utilizing the dual^+^ cells) cells were sorted into gut culture medium: 75% IMDM medium (Invitrogen, 21056-023), 25% F-12 (Invitrogen, 11765-054), 0.5×B27 (Invitrogen, 12587-010), 0.5×N2 (Invitrogen, 17502-048), 0.5 mM ascorbic acid (Sigma-Aldrich, A4403), 0.05% BSA, 2 mM GlutaMAX (Thermo Fischer Scientific, 35050038), 1×penicillin–streptomycin (Thermo Fisher Scientific, 15140122) and 55 μM 2-mercaptoethanol (Thermo Fisher Scientific, 21985023) supplemented with 20 μg μl^−1^ FGF-2 (PeproTech, 100-18C), 2 μM CHIR99021 (Merck, 361571) and 10 μM Rho kinase inhibitor (Abcam, ab120129). Based on FACS cell counts, 300 cells were transferred into single wells of an ultra-low-attachment 96-well plate (Costar, 7007). The cells formed aggregates on the first day after plating and the medium was changed every day, until day 5, with gut culture medium supplemented with 2% Matrigel.

### Morphometric analysis of gut-cell assemblies

The processing and analysis for gut-cell assembly morphometries were carried out in ImageJ/Fiji. Briefly, with a semi-automated routine, the outlines of the assemblies were manually drawn from maximum-intensity-projection bright-field images and the subsequent area was calculated by the macro. The obtained values were subsequently used for plotting.

### ScRNA-seq processing

Raw reads (FASTQ) were generated using 10x Genomics Cell Ranger mkfastq (version 6.0.1; default parameters)^46^. The FASTQ files were aligned to the mouse reference genome (mm10 including GFP and mCherry transgenes), filtered and the unique molecular identifiers were counted using 10x Genomics Cell Ranger count (version 6.0.1; default parameters). The resulting cell–barcode matrix was loaded into R and converted to a Seurat object (R package Seurat version 4.1.0)^47^. Cells with ≥15% reads mapping to the mitochondrial genome and <2,000 genes detected were removed. Demultiplexing based on MULTI-Seq barcodes was performed using the R package deMULTIplex according to the tutorial (version 1.0.2; https://github.com/chris-mcginnis-ucsf/MULTI-seq; two to four rounds of quantile sweeps for sample classification were performed)^17^. All cells with a valid MULTI-Seq barcode and classified as singlets after the sample classification were considered for downstream analyses.

For the re-processing of E8.75 gut endoderm samples from Nowotschin et al.^4^, raw FASTQ files were obtained from GSE123046 (E8.75 GFP^+^ and GFP^−^), processed with 10x Genomics Cell Ranger mkfastq and counted as described above. For the E9.5–E15.5 gastrointestinal tract cohort from Zhao et al.^19^, processed data and metadata were obtained from GSE186525.

### RNA-seq processing

Raw reads were subjected to adaptor and quality trimming with cutadapt (version 4.1; parameters: --quality-cutoff 20 --overlap 5 --minimum-length 25 --interleaved --adaptor AGATCGGAAGAGC -A AGATCGGAAGAGC), followed by poly-A trimming with cutadapt (parameters: --interleaved --overlap 20 --minimum-length --adaptor ‘A[100]’ --adaptor ‘T[100]’)^48^. The reads were aligned to the mouse reference genome (mm10 including GFP and mCherry transgenes) using STAR (version 2.7.9a; parameters: --runMode alignReads --chimSegmentMin 20 --outSAMstrandField intronMotif --quantMode GeneCounts)^49^ and transcripts were quantified using stringtie (version 2.0.6; parameters: -e)^50^ with the GENCODE annotation (release VM23). To generate RNA-seq coverage tracks (CPM) per tissue and time point, single replicate BAM files were merged using the samtools (version 1.18) ‘merge’ command^51^. Coverage tracks were subsequently generated using the deepTools (version 3.5.2) ‘bamCoverage’ command^52^.

### RRBS processing

Raw reads were subjected to adaptor and quality trimming using cutadapt (version 4.1; parameters: --quality-cutoff 20 --overlap 5 --minimum-length 25; Illumina TruSeq adaptor). The trimmed reads were aligned to the mouse genome (mm10 including GFP and mCherry transgenes) using BSMAP (version 2.90; parameters: -v 0.1 -s 12 -q 20 -w 100 -S 1 -u -R -D C-CGG)^53^. Methylation rates were called using mcall from the MOABS package (version 1.3.2; default parameters)^54^. Due to the overall low coverage of low-input RRBS replicates, here the replicates were combined at the raw count level of methylated and unmethylated CpGs and merged methylation rates were calculated subsequently to increase the coverage. Only CpGs covered by at least five (single RRBS replicates) or ten (merged RRBS replicates) and at maximum 150 reads were considered for downstream analyses.

### WGBS processing

Raw reads were subjected to adaptor and quality trimming using cutadapt (version 4.1; parameters: --quality-cutoff 20 --overlap 5 --minimum-length 25; Illumina TruSeq adaptor clipped from both reads), followed by trimming of ten and five nucleotides from the 5′ and 3′ ends, respectively, of the first read and 15 and five nucleotides from the 5′ and 3′ ends, respectively, of the second read. The trimmed reads were aligned to the mouse genome (mm10 including GFP and mCherry transgenes) using BSMAP (version 2.90; parameters: -v 0.1 -s 16 -q 20 -w 100 -S 1 -u -R). Duplicates were removed using the ‘MarkDuplicates’ command from GATK (version 4.3.0.0; parameters: --VALIDATION_STRINGENCY = LENIENT --REMOVE_DUPLICATES = true)^55^. Methylation rates were called using mcall from the MOABS package (version 1.3.2; default parameters). Only CpGs covered by at least ten and at most 150 reads were considered for downstream analyses, with the exception of genome browser tracks where a minimum of five reads per CpG was used.

### Bioinformatic analysis

All analyses were carried out using R 4.1.0 unless stated otherwise.

### Cell-state annotation

#### E9.5

Cell states present in E9.5 dual^+^ cell populations were defined using the R package Seurat (version 4.1.0). Due to the sex bias present in our complete scRNA-seq dataset (dual^+^ cells are always male due to the ESC line used for the aggregation; mCherry^+^ cells can be male or female and were later integrated with the dual^+^ cells), genes located on the Y chromosome were excluded. Across the dual^+^ cells, the 2,000 most variable genes were detected across all cells and sort populations (dual^+^ low, intermediate and high). Gene counts were log_2_-normalized (‘NormalizeData’) and scaled using the function ‘ScaleData’ accounting for cell-cycle and mitochondrial expression effects (parameters: vars.to.regress = c(‘percent.mt’, ‘S.Score’, ‘G2M.Score’)). A UMAP was used to represent the cells in two dimensions using the function ‘RunUMAP’ (parameters: reduction = ‘pca’, dims = 1:21) based on the PCA (‘RunPCA’, number of principal components used as input for the UMAP determined by manually inspecting the corresponding elbow plot). Seven clusters of cells were identified using the functions ‘FindNeighbors’ (parameters: reduction = ‘pca’, dims = 1:10) and ‘FindClusters’ (parameters: resolution = 0.2). Marker genes per cluster were identified with the ‘FindAllMarkers’ function (parameters: only.pos = TRUE, min.pct = 0.1, logfc.threshold = 0.1). Based on the detected marker genes per cluster and literature-based markers of cell states we assigned clusters to the following cell states: hindgut^5^, colon^19^, small intestine^19^, liver^4^, foregut^4^, mesoderm^18^ and endothelium^18^. The mCherry^+^ cells were then integrated with the dual^+^ reference dataset and assigned to the nearest cell state (‘FindTransferAnchors’ and ‘MapQuery’).

#### E13.5

Cell states present in the E13.5 wild-type gastrointestinal tract were defined similar to our E9.5 annotation with minor deviations. After manual inspection of the elbow plot, 20 principal components were used as input for the ‘RunUMAP’ function. Nine clusters were identified and annotated based on the detected marker genes as colon distal^19^, colon proximal^19^, small intestine distal^19^, small intestine proximal^19^, stomach antrum^19^, stomach corpus^19^ and stomach fore^19^ as well as pancreas tip^31^ and trunk^31^. *p53*-KO cells were then integrated with the wild-type reference dataset and assigned to the nearest state as described earlier. As this experiment is not based on the lineage-traced embryos, cells were split by lineage origin based on the expression of *Rhox5* and *Trap1a*, two known marker genes for gut endoderm cells with extraembryonic origin. Cells with detected expression of both genes were considered as exGut, whereas cells with no detected expression of both genes were considered emGut. Cells with expression of only one of the two genes were discarded for downstream analysis.

#### Public data

Cell-state annotations for the E8.75 gut endoderm samples from Nowotschin et al.^4^ as well as the E9.5 to E15.5 gastrointestinal tract samples from Zhao et al.^19^ were obtained from the respective provided metadata. For the E8.75 dataset, only cells assigned to endodermal cell states (colon, liver, lung, pancreas, small intestine, thymus and thyroid) were considered. For the E9.5–E15.5 dataset, only the cell states associated with the large and small intestinal epithelium were considered for Fig. 2g; all cells except those assigned to ‘Unknown of E9.5’ were considered for Extended Data Fig. 4e. Cells were split by lineage origin as described earlier for the E13.5 data.

### Differential gene expression

Genes that were differentially expressed in E9.5 exGut (test) compared with emGut (control) cells were determined using DESeq2 (version 1.32.0, parameters: minReplicatesForReplace = 10)^56^. As explained in the ‘FACS’ section, dual^+^ cells were used as the emGut control due to the contamination of E9.5 GFP^+^EPCAM^+^ cells with surface ectoderm and primordial germ cells^44,45^, which would have a strong effect on gene expression analysis. Dual^+^ cells have been shown by the scRNA-seq analysis to be of embryonic, mostly endoderm, origin with extraembryonic remnants. To reduce the contamination of extraembryonic fragments, only dual^+^ cells with low mCherry signal were sorted (‘FACS’ section). Although the dual^+^ cells can contain some extraembryonic transcript remnants, this will only weaken the actual differential signal between exGut and emGut cells and not introduce unrelated, cell-type-specific signatures such as present in the single GFP^+^EPCAM^+^ population.

Only genes with TPM > 1 in at least four of 16 samples (four biological replicates for exMidgut, exHindgut, emMidgut and emHindgut each) were used as input for the analysis. Genes located on the Y chromosome were removed and the analysis was restricted to protein-coding genes. Genes with log_2_(fold change) > 1 and an adjusted *P* < 0.05 were termed E9.5 exGut high, whereas genes with log_2_(fold change) < −1 and an adjusted *P* < 0.05 were termed E9.5 exGut low. Overrepresentation analysis of differentially expressed genes in the Gene Ontology term database for biological processes and cellular components was carried out using the R package (and function) WebGestaltR (version 0.4.4; parameters: minNum = 10, maxNum = 500, sigMethod = ‘top’ and topThr = 5)^57^. Genes that were classified as E9.5 exGut low and associated with the axon-related biological processes or the cellular components related to synaptic membranes detected by the overrepresentation analyses were termed ‘axonogenesis-associated’. Genes that were classified as E9.5 exGut high and associated with the germ cell-related biological processes or the synaptonemal complex and condensed chromosome-related cellular components were termed ‘germline-associated’. This list was complemented by exGut high genes that have been reported to be specifically expressed in the germline (*Rhox5*, ref. ^58^; *Trap1a*^59^; *Mageb16*, ref. ^60^; *Tekt5*, ref. ^61^; *Tex101*, ref. ^62^; *Xlr3c*^63^ and *Slc25a31*, ref. ^64^). Heatmaps of log_2_-transformed TPMs averaged across replicates per tissue were generated using the R package ComplexHeatmap (version 2.7.11)^65^. 

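In the 5 genes known to escape X inactivation that were examined here, the median log2 fold change between exGut and emGut is 0.18, and 4 of 5 are higher in exGut. The X-linked genes called higher in exGut have a median log2 fold change of 3.52 and a lowest one of 1.04. The list of escape genes was written here from general knowledge and is not the list the authors used.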

Genes known to escape X chromosome inactivation were obtained from Marks et al. and overlapped with the exGut high genes to exclude a potential effect of the sex bias between emGut and exGut cells on our differential expression analysis due to incomplete X chromosome inactivation in females^66^. *Z*-score-transformed differentially expressed genes were clustered using all E9.5 gut and E13.5 intestine samples (averaged per cell type and time point) using *k*-means (parameters: iter.max = 1,000, nstart = 100).

### Definition of DNA methylation-sensitive genes

DNA methylation-sensitive genes were defined based on previous work that studied the effects of the KO of the DNA methyltransferase *Dnmt3b*^28^ and both de novo methyltransferases together (*Dnmt3b* and *Dnmt3a*)^29^ in E8.5 embryos. These studies reported upregulation of different gene groups following the KOs: (1) genes that were methylated in wild-type embryos and lost methylation after DNA methyltransferase(s) KO accompanied by an increase in expression (germline genes were reported to be associated with this gene group) and (2) genes that were upregulated with no direct link to DNA methylation, which were mostly considered to represent secondary effects^28,29^. DNA methylation-sensitive genes for each study were therefore determined based on gene expression and DNA methylation analyses from the respective studies as follows.

For *Dnmt3b* KO, genes that were upregulated with log_2_(fold change) > 1, an adjusted *P* < 0.05 and contained an exon that overlapped with a hypomethylated differentially methylated region as defined by Auclair et al. were selected^28^.

For double KO, genes that were upregulated with a log_2_(fold change) > 1, an adjusted *P* < 0.05 and a highly methylated CpG-rich promoter in wild-type embryos (‘group 3’ according to the classification by Dahlet et al.) were selected^29^.

The overall set of DNA methylation-sensitive genes was defined by the union of *Dnmt3b*- and double KO-specific DNA methylation-sensitive genes.

### Genomic feature annotation

We generated 1 kb genomic tiles by segmenting the genome using bedtools makewindows (version 2.30.0; parameters: -w 1000 -s 1000)^67^. Promoters were defined as 500 bp upstream and 500 bp downstream of the transcription start site. Genes were defined to have a promoter CGI if 20% of a CGI or 20% of the promoter overlapped (bedtools intersect; version 2.30.0; parameters: -f 0.2, -F 0.2, -e).

Hyper CGIs were defined using the methylation difference of mouse epiblast and exEndo 1 (WGBS data). The CGIs were termed hyper CGIs if the difference of the average methylation of a CGI was more than 0.1 when comparing averaged exEndo 1 replicates to averaged epiblast replicates. In addition, either more than half of the CpGs within a CGI were required to have a minimum difference of 0.1 or the CGI was required to contain a differentially methylated region with higher methylation in exEndo 1. Differentially methylated regions were called based on CpGs located in CGIs using metilene (version 0.2–8; parameters: -m 10 -d 0.1 -c 2 -f 1 -M 80 -v 0.7) and filtered for *Q*-value < 0.05 (ref. ^68^). CGIs methylated in the epiblast (≥0.15) were excluded from the set.

### Genome-wide DNA methylation analysis

E6.5 WGBS replicates were averaged per CpG for each tissue (two replicates of each E6.5 epiblast, exEndo 1 and exEndo 2). For both WGBS and RRBS samples, methylation rates were averaged per genomic tile and CGI. Only features located on autosomes and with at least three covered CpGs were considered for violin plots displaying 1 kb tiles and hyper CGIs. Genome browser tracks displaying CpG methylation rates were generated using IGV (version 2.15.2)^69^.

### Promoter DNA methylation analysis

The promoter methylation level of differentially expressed genes was determined as follows. If the promoter of a gene overlapped with a CGI (or multiple) covered by WGBS or RRBS samples, the average methylation value of the CGI(s) was used as the promoter methylation level. If no CGI overlapped the transcription start site, the average methylation in the promoter region was considered as the promoter methylation level (‘Genomic feature annotation’ section). Promoters were subdivided into low, intermediate and high CpG density promoters (LCP, ICP and HCP, respectively) using the following criteria. Every promoter that did not overlap with a CGI (covered by WGBS or RRBS) and for which the complete promoter region was used to determine the methylation level was considered a low CpG density promoter. If one or more CGIs overlapped the promoter region and were used to determine the promoter methylation level, the promoter was classified as ICP or HCP depending on the observed-to-expected (O/E) CpG ratio as obtained from the UCSC Genome Browser (that is, HCP, O/E ratio > 0.8; ICP, otherwise). In addition, promoters were divided into E6.5 exEndo 1 hyper- and hypomethylated based on the difference to the epiblast (hypermethylated, delta methylation exEndo 1 versus epiblast > 0.1; hypomethylated, delta methylation exEndo 1 versus epiblast < −0.1).

Many genes classified as E9.5 exGut high are located on the X chromosome (29/156 genes). This affects the methylation level of X chromosome-specific regions in females due to the inactivation and full methylation of one of the two X chromosome copies^70^. 

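Xist (ENSMUSG00000086503, chromosome X, 103460366–103483254, mm10) and the summed TPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty are given here as values, without a test. The emGut libraries hold Xist at 0.252 TPM or less, with a Y-linked sum of 0 to 11.8 TPM in emMidgut and 0.230 to 6.81 in emHindgut, which is low beside the other pools although all emGut cells are described as male. Xist is 22.3 to 113 TPM in exMidgut, 42.4 to 75.0 in exHindgut and 14.4 to 41.9 in YsEndo. The Y-linked sum is 19.8 to 138 TPM in exMidgut, 17.0 to 97.8 in YsEndo and up to 68.7 in exHindgut, so these pools contain Xist and Y-linked transcripts together. exHindgut replicate 1 is the exception, with a Y-linked sum of 0.00117 TPM and Xist at 75.0.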

Due to our aggregation method, the E9.5 emGut cells are always male (dependent on the ESC line used for aggregation), whereas the E9.5 exGut and YsEndo with extraembryonic origin can be male or female. In addition, our E6.5 WGBS samples were obtained from pooled naturally mated embryos, which also can be male or female. Therefore, the promoter methylation levels of E6.5 epiblast, exEndo 1 and exEndo 2 as well as E9.5 exGut and YsEndo samples can be biased towards higher methylation levels by sequencing reads that stem from inactivated X chromosomes in female embryos. However, the promoter DNA methylation levels of DNA methylation-sensitive E9.5 exGut high genes (Fig. 4d) are drastically different between E9.5 emGut and exGut even given this potential bias: emGut (male) cells are almost completely methylated, whereas exGut (male and/or female) cells display low-to-intermediate methylation levels (on average half of the methylation level observed in emGut cells).

### Statistics and reproducibility

No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications^4,10,18,28^. The sample sizes are indicated in the figure panels or legends. Before downstream analysis and experiments, resorping embryos were excluded. For the downstream experiments with the two-colour lineage tracing, only embryos with gut-specific mCherry signal were used, mCherry^+^-only embryos were excluded. No other data were excluded. For the RNA-seq and RRBS experiments, three or four replicates were generated. Embryos were pooled for E9.5, whereas individual embryo replicates were generated for E6.5 and E13.5. For the WGBS experiments, two replicates were generated for each E6.5 tissue (exEndo 1 and 2) and one replicate was generated for each E9.5 tissue. For the E9.5 scRNA-seq analysis, one experiment using cells of different sort groups (dual^+^ low, intermediate and high populations, mCherry^+^ population) from 15 pooled embryos was performed. For the E13.5 scRNA-seq analysis, four wild-type embryos and four *p53-*KO embryos were included in the experimental set-up labelled by MULTI-seq barcodes, which allowed comparison of cell-state distributions across individual embryo replicates. For imaging experiments and FACS analysis, 3–10 embryos were analysed (the exact number is indicated in the respective figure or legend). All attempts at replication were successful. For assessing the outcome of the complementation assays, embryos were collected without a preconceived selection strategy or prioritization by morphology. Our genomic analyses were independent of human intervention and each sample was analysed equally in an unbiased fashion. The investigators were not blinded to the conditions of the experiments during data collection and analysis. All statistical tests were two-sided and were chosen as appropriate for data distribution.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01431-w.

### Supplementary information

Supplementary Information Supplementary Figs. 1–3.

Reporting Summary

Peer Review File

Supplementary Table Supplementary tables and associated legends.

Supplementary Video 1 Live-cell imaging of ex utero-cultured E7.5 embryo 1.

Supplementary Video 2 Live-cell imaging of ex utero-cultured E7.5 embryo 2.

Supplementary Video 3 Live-cell imaging of ex utero-cultured E7.5 embryo with LysoTracker.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE250084. Previously published scRNA-seq datasets of E8.75 gut endoderm and E9.5–E15.5 gastrointestinal tract that were re-analysed here were obtained from GSE123046 and GSE186525, respectively. The WGBS datasets of wild-type E6.5 epiblast were obtained from GSE137337. The mouse reference genome mm10 was obtained from UCSC (https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/). Annotations of CpG islands for mm10 were downloaded from UCSC (https://genome.ucsc.edu/cgi-bin/hgTables). The mm10 gene annotation was downloaded from GENCODE (VM23, https://www.gencodegenes.org/mouse/release_M23.html). Source data are provided at 10.5281/zenodo.10926934 (ref. ^71^). All other data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: Extraembryonic gut endoderm cells undergo programmed cell death during development
**Source:** Nat Cell Biol. 2024 Jun 7;26(6):868–77. doi: 10.1038/s41556-024-01431-w
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–3.

# Extraembryonic gut endoderm cells undergo programmed cell death during development

---

In the format provided by the  
authors and unedited

---

Representative flow cytometry gating strategies for E9.5 embryos and the posterior halves

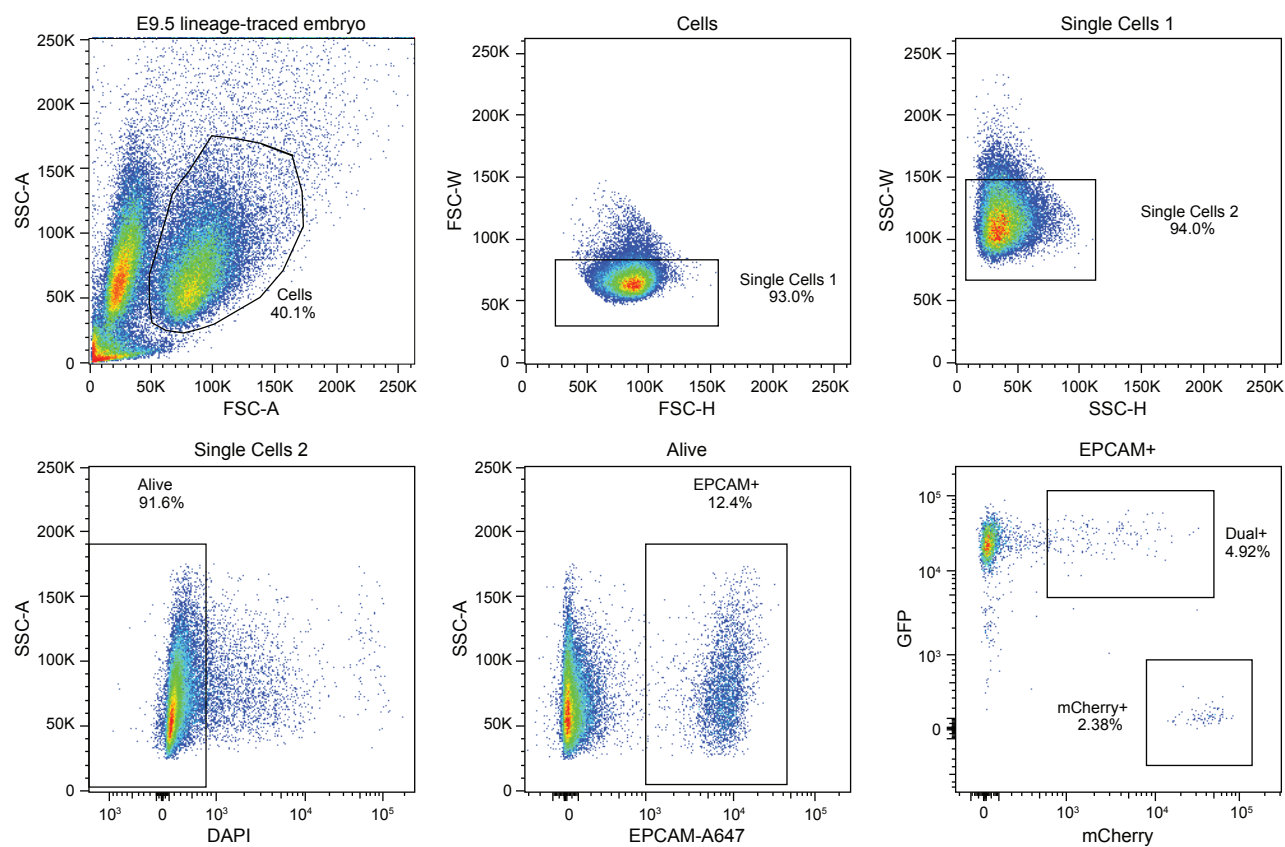

Representative flow cytometry gating strategies for E13.5 organs

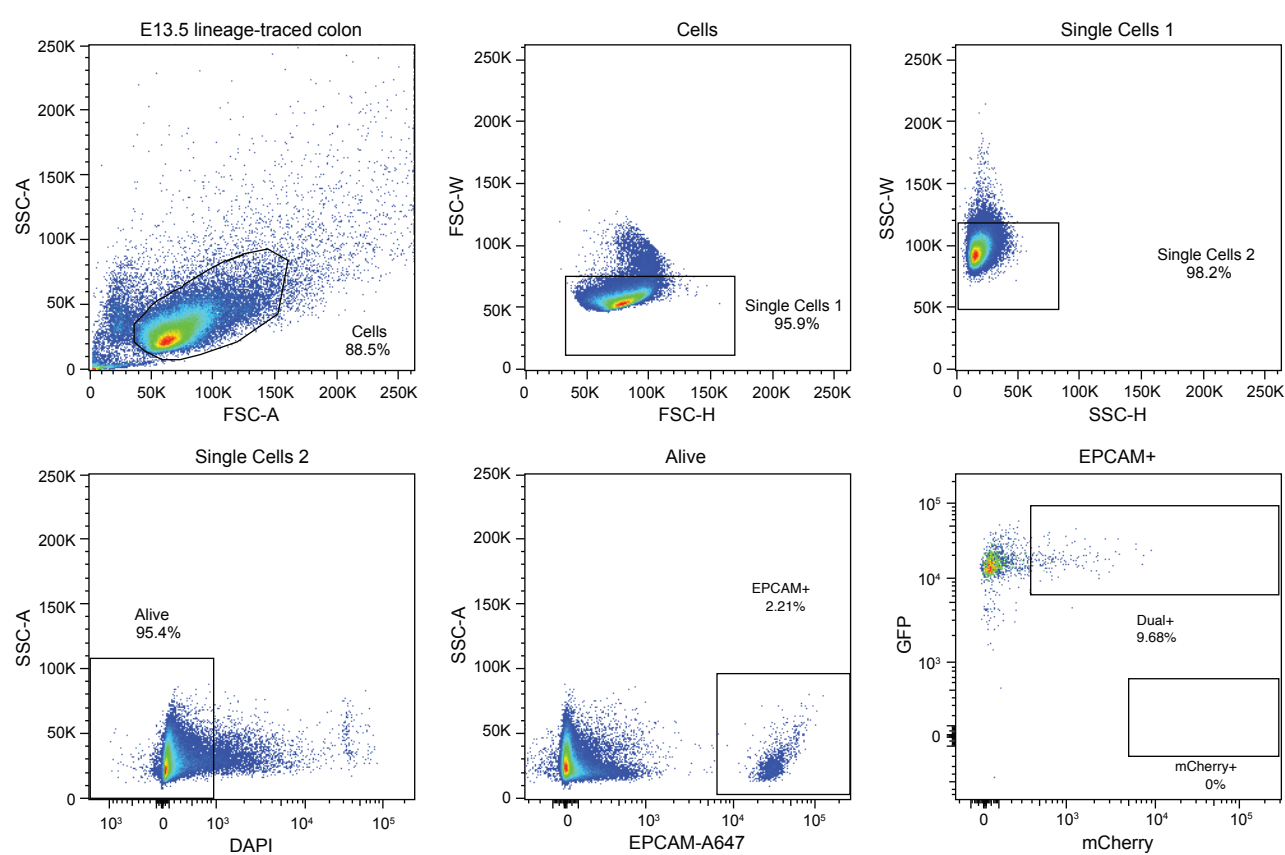

Supplementary Figure 1

Representative flow cytometry gating strategies for E9.5 midgut and hindgut

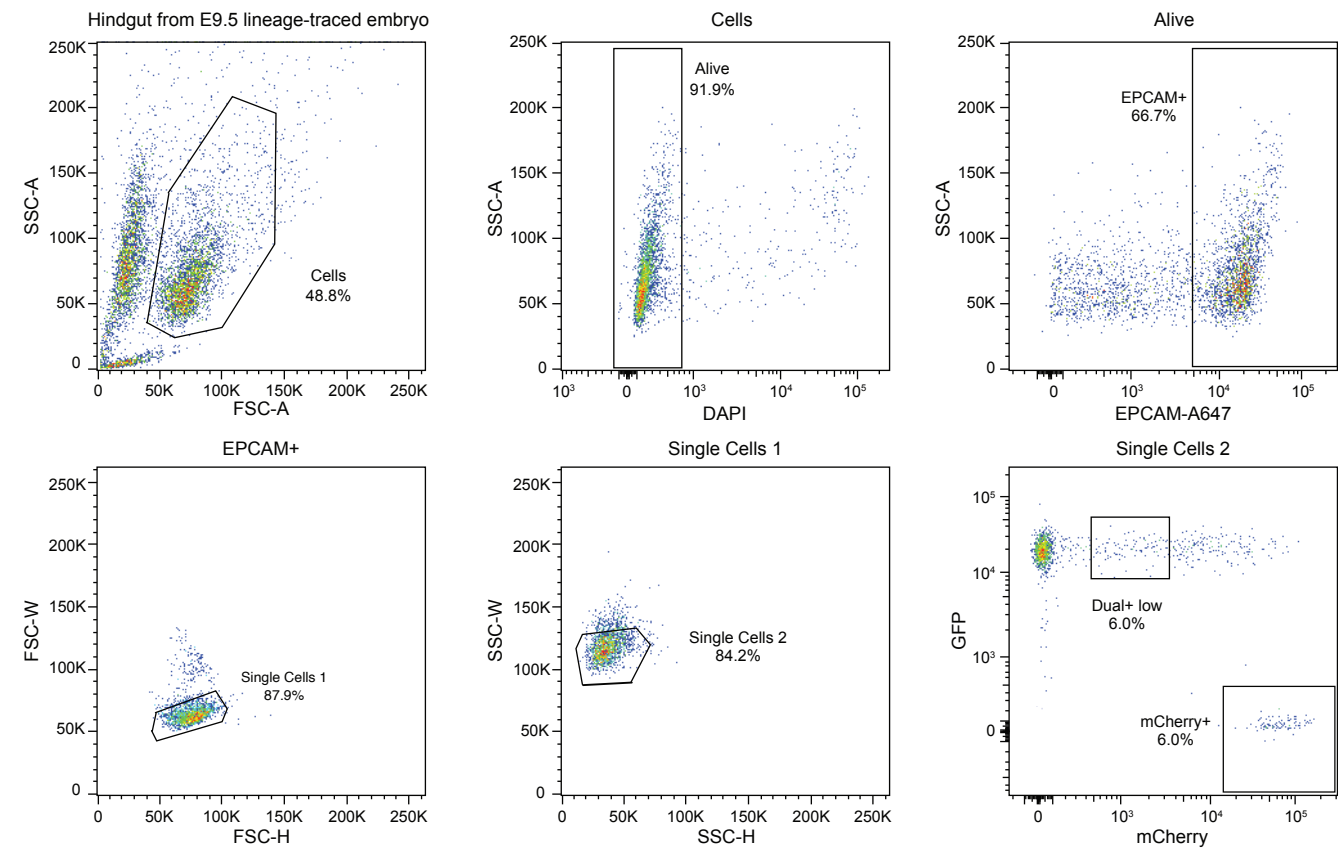

Representative flow cytometry gating strategies for E9.5 yolk sac endoderm

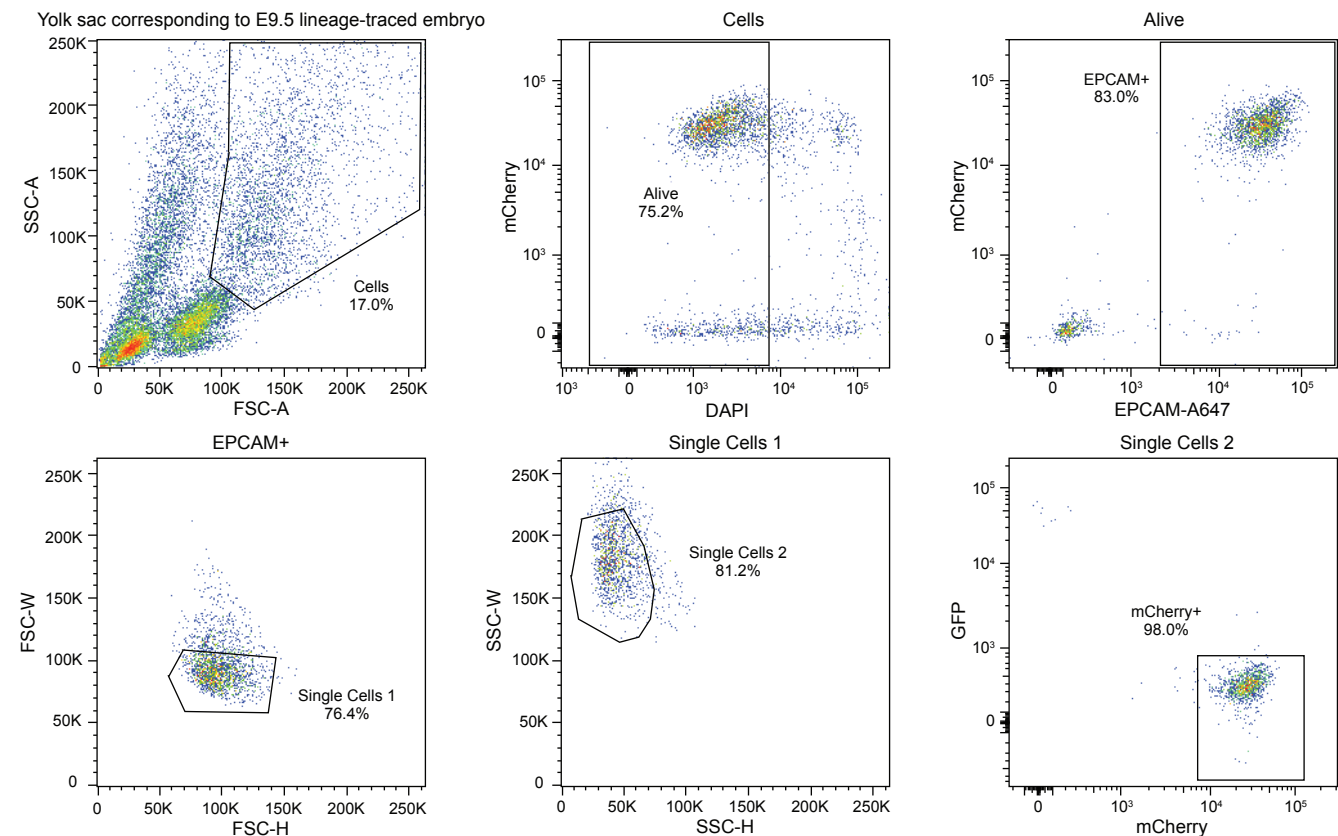

Supplementary Figure 2

Representative flow cytometry gating strategies for E13.5 gastrointestinal tract

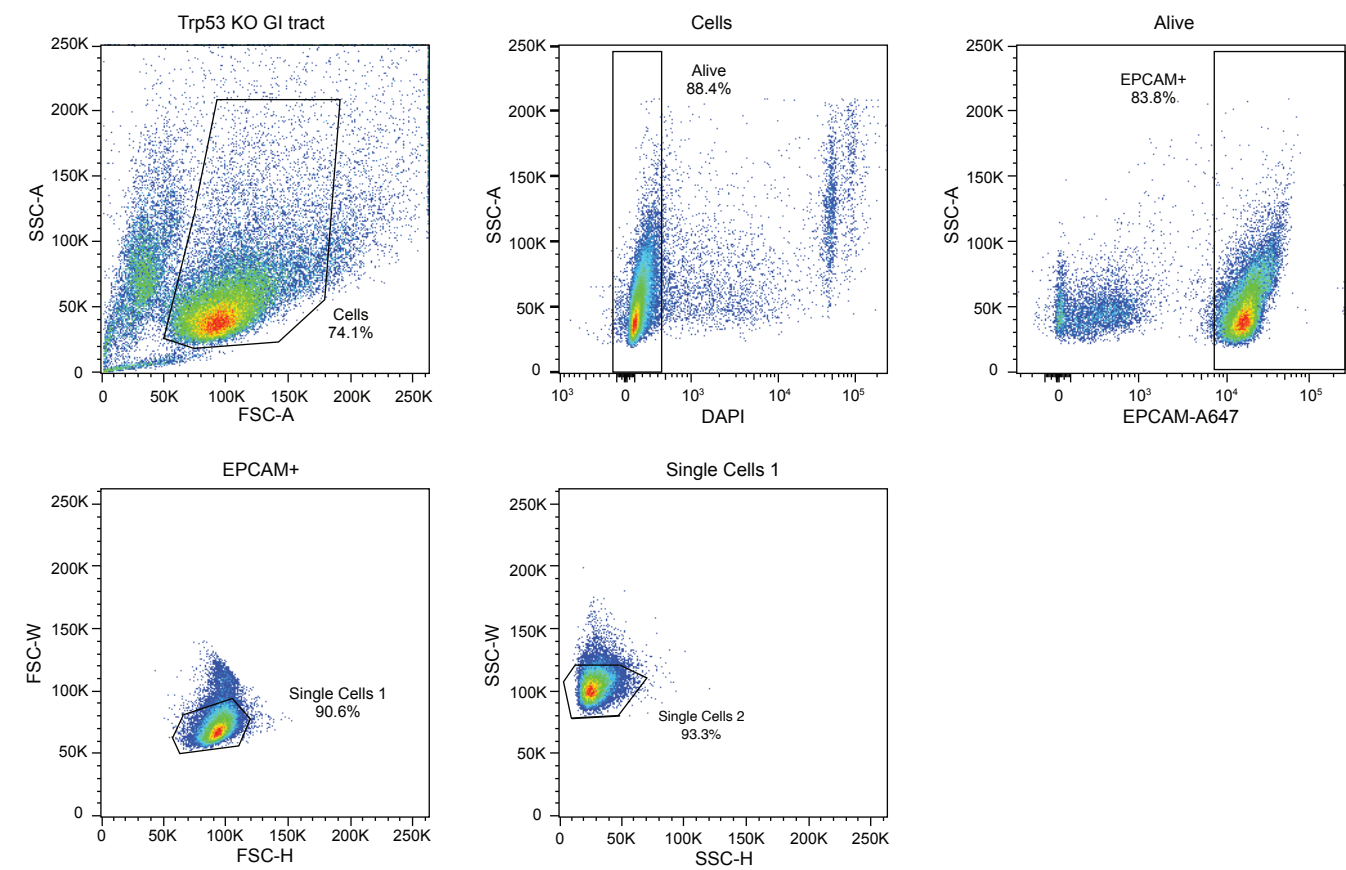

Supplementary Figure 3

How the deposited data were processed for this re-analysis (not part of the article)

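RNA was measured in 44 low-input libraries of lineage-traced mouse embryos: Epi, exEndo 1 and exEndo 2 at E6.5, exMidgut, exHindgut, emMidgut, emHindgut and YsEndo at E9.5 (n = 4 each), and exColon, exSI, emColon and emSI at E13.5 (n = 3 each). The authors trimmed reads with cutadapt, aligned them with STAR to mm10 extended by the GFP and mCherry sequences, and quantified genes of the GENCODE VM23 annotation with stringtie in estimation mode. The deposited values per gene are TPM, FPKM and coverage. The TPM values deposited for each library sum to 1e6, and the aligned bases implied by the deposited coverage are 3.528 to 12.04 Gb per library (median 6.796). TPM was used for all comparisons, with FPKM, also from the authors, as an alternative. For 745 genes in 44 libraries (32780 values) the TPM in the part of Supplementary Table 3 that was read matches the deposited TPM to within 0.00499.

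Gene type, position, GC content and length came from the GENCODE vM21 annotation, matched by Ensembl identifier: 32235 of 32287 identifiers matched, and 32158 have GC content and length. This release differs from that of the authors. Genes were followed by identifier throughout, because 38 symbols carry more than 1 identifier (78 identifiers). Positions are those of mm10.

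Depth was taken from the read totals the paper lists, because no read counts per gene were used here. Median read pairs per group run from 36.2 M in emMidgut to 74.1 M in Epi. A median of 85.6% aligned uniquely. The 10 most abundant genes take 5.45 to 12.5% of the TPM of a library. Without counts, neither count-based dispersion models nor a floor in reads could be used, and the precision of each value is known only through the spread between replicates.

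Values were transformed as log2(TPM + 1). Differential expression was tested with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, two-sided, adjusted by the Benjamini-Hochberg method within each comparison. Genes above 1 TPM in at least 4 libraries (3 at E13.5), protein-coding and not Y-linked, were tested, as in the paper's filter. Calls needed an adjusted p under 0.05 and an absolute log2 fold change above 1; interaction terms had no fold change threshold. The replicate block used the correlation estimated with statmod 1.5.0. Gene sets were tested with camera (preset correlation 0.01, and estimated) and fry of limma. Lists were summarised as the mean log2(TPM + 1) per library and compared by exact two-sided permutation of libraries, adjusted over the 16 lists of each contrast; at E9.5 a permutation within regions was added after the values were seen. Other values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Fold changes are on the log2(TPM + 1) scale, which understates changes of genes with low TPM, and no fold is given against a group listed at 0.

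The comparisons were exGut against emGut (together, by region, and the interaction of origin and region), exEndo 1 against exEndo 2 and against Epi, exGut against YsEndo, and at E13.5 extraembryonic against embryonic libraries (per organ, over both organs with the organ as a covariate, and the interaction). The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, median-ratio rescaling, FPKM, eBayes without trend, all gene types, leaving out each library, a replicate block, a region covariate, all 44 libraries in a single fit, and no organ covariate. For similarity they were Spearman correlation, all genes above 0 and the 2000 most variable genes. The samples, comparisons, thresholds, alternatives and 16 of the gene lists were fixed before the data were examined. The planned text for the similarity analysis counted 28 libraries for E6.5 and E9.5, and the groups it names hold 32; all 32 were used.

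Added later were the list tests over both E13.5 organs, the similarity differences per library, the scan for single libraries set apart from their group, the corrections for depth and for GC content and length, and 4 lists: genes that escape X inactivation and immediate early genes (before their values were seen), and maternally and paternally expressed imprinted genes (after the E9.5 calls were seen). The rule by which a list test counts for or against an explanation was fixed after the values were seen.

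The lists are the paper's own genes of Fig. 3e (22 axonogenesis, 25 germline), Fig. 5a (4 p53 target, 4 endoderm, 2 origin genes), Fig. 3c (6) and Fig. 4f (2), and lists from general knowledge: 23 other p53 target genes, 5 sex-linked, 10 neural, 10 mesenchyme, 7 blood, 6 endothelium, 7 germ cell, 9 yolk sac endoderm and 7 surface ectoderm genes, 5 escape genes, 10 immediate early genes, and 9 maternally and 14 paternally expressed imprinted genes. Genes named singly are those the paper's text and Figs. 3c, 4f and 5a name, the reporters, Trp53, Xist, and the called genes with the largest rises and falls and fully separated groups; other genes are named only where a scan or a comparison with the paper picked them.

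Replicate numbers were checked for pairing by correlating residuals. Only exEndo 1 and exEndo 2 of the same number resemble each other (r = 0.207 to 0.418, against -0.263 to 0.0539 for other pairs); with pairs as a block, 797 genes were called between them in place of 732. Other comparisons were left unpaired.

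The procedure was tested on simulated data with 200 genes changed by 2 (log2). It recovered 88% of them with 8 against 8 libraries (6 false calls among 13473 genes), 89% in the hindgut alone, 84% for exGut against YsEndo, 28% for exSI against emSI, 56% over both E13.5 organs and 57% for the E9.5 interaction. For sets of 100 genes raised by 0.5, camera gave 0 and fry at most 2 of 20 unchanged sets a p under 0.05. The simulated genes vary independently of each other, so this does not test the set p-values where genes are correlated.

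Left out were the single-cell, methylation and chromatin data, the gene ontology analysis (annotations were not used here), the list of methylation-sensitive genes, and the gene-by-gene comparison with the 302 genes of the paper, since Supplementary Table 4 was not used here.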

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

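The tests on imprinted genes (at E9.5 and E13.5), on Y-linked transcripts (both explanations), on primordial germ cells and Rhox5 in emMidgut libraries and on mesenchyme in emSI libraries were chosen only after the pattern they address was seen.

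Single libraries were compared with the rest of their group in 134 scans, and 12 stood further apart than the critical gap for groups of 4 or 8 libraries, where 6.7 would by chance. Among the named genes, in log2(TPM + 1), these are Foxa2 in emMidgut replicate 1 (4.98, the other emGut libraries 5.49 to 5.79), Tex19.1 in emHindgut replicate 2 (1.62, the others 0), Trap1a in emMidgut replicate 3 (3.40, the others 0 to 0.97) and Xlr3a in emMidgut replicate 1 (3.31, the others 0 to 0.64). Leaving out emGut libraries does not change a call for these genes. The causes were not tested gene by gene.

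Among list means the libraries set apart are exMidgut replicate 2 for the axonogenesis genes (1.96, the other exGut libraries 2.30 to 2.55), exHindgut replicate 1 for the sex-linked genes (1.25, the others 3.21 to 4.87), exHindgut replicate 2 for endothelium genes (0.56, the others 0.00 to 0.24), emMidgut replicate 4 for the other p53 target genes (3.84, the others 4.14 to 4.37), and Epi replicate 1 for the germline genes (1.50, the others 0.79 to 0.86) and the surface ectoderm genes (0.14, the others 0.04 to 0.05). The low sex-linked mean of exHindgut replicate 1 comes from the absence of Y-linked transcripts beside Xist. By library measures, emMidgut replicate 4 has a larger share of TPM in its 10 most abundant genes (6.32%, the others 5.85 to 5.91) and exHindgut replicate 4 more genes above 1 TPM (13483, the others 13224 to 13251).

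For 13 genes the origin effect differs between hindgut and midgut (log2 difference, limma adjusted p): Hoxb1 -5.04 (0.000118), Nkd2 -4.41 (0.0294), Cdh11 -3.76 (0.00579), Hoxd12 -3.27 (0.0294), Sycn -3.27 (0.0316), Trf -2.19 (0.0379), Clu -1.46 (0.0379), Snrpn 0.99 (0.0379), Ak1 1.53 (0.0379), Rgn 2.88 (0.00651), Abhd12b 3.48 (0.0193), Stmn2 3.85 (0.0379) and Fgl1 4.05 (0.0316). The count is not stable: over the alternatives other than leaving out libraries it is between 0 and 17. Of 100 splits of the libraries, 2 gave as many, the real one included; the other, with 2154 calls, follows the gut region. At E13.5 the origin effect differs between colon and small intestine for Tnni1 (-6.62, adjusted p = 0.0394) and Serpinb1a (-3.68, 0.0394); 7 of 100 splits gave as many, so 2 calls may be a result of the grouping alone.

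Genes of other types than protein-coding, which the paper left out, give 45 calls between exGut and emGut (29 higher, 16 lower in exGut). H19 stood out among them, 748 against 65.6 TPM (log2 fold change 4.61). H19 is imprinted, so a list of 9 maternally expressed imprinted genes was examined: its mean is higher in exGut by 0.66 (exact permutation p = 0.0159, or 0.00204 within regions) and at E13.5 by 0.93 (exact p within organs = 0.005, the smallest possible). Without H19 the means differ by 0.16 (exact p = 0.498, or 0.187 within regions) and 0.18 (0.35), so an effect beyond H19 cannot be told apart from none: the 8 remaining genes are few and vary between libraries. The 14 paternally expressed genes differ by -0.07 (exact p = 0.279) and -0.27 (0.335), and without those already seen among the calls by -0.08 (0.351) and -0.14 (0.74). The E13.5 value of -0.27 covers organs that go opposite ways. It is 0.20 in exColon (exact p = 0.7) and -0.74 in exSI (exact p = 0.1, the smallest possible).

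The paper does not compare the gut regions within an origin. Between hindgut and midgut 1730 genes were called in emGut and 1391 in exGut, and between colon and small intestine 53 in the embryonic and 79 in the extraembryonic E13.5 libraries. Of the emGut genes tested in both, 96.1% (1529 of 1591) have the same sign in exGut, and 899 are called in both; the correlation of the fold changes across genes, which are not independent, is 0.921. At E13.5 86.7% (39 of 45) have the same sign, 16 are called in both, and the correlation is 0.775. Of 35 splits of the emGut libraries 1, the real one, gave as many calls. Extraembryonic cells may therefore carry much of the regional programme of their neighbours, a pattern found and tested on the same libraries.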

How the results depend on the processing

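A permutation of the list means within regions at E9.5 was added after results were seen; the labels that sort the list means use unadjusted exact permutation p-values, a choice made after the values were seen.

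Calls between exGut and emGut (316) rise to 587 with a region covariate, 591 with all 44 libraries in a single fit and 567 with a replicate block within region; other settings give 269 to 361, and leaving out a library 268 to 316. Midgut calls fall from 321 to 173 without a filter, and hindgut calls from 378 to 223. Leaving out single libraries gives 209 (without emMidgut replicate 4) to 359 in the midgut and 237 (without emHindgut replicate 1) to 311 in the hindgut. The E9.5 interaction count of 13 becomes 0 with a pseudocount of 0.1 (1008 at an unadjusted p under 0.05), 8 without a filter and 8 without trend, and 3 to 19 when libraries are left out.

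At E13.5 the exColon count of 30 becomes 10 with a pseudocount of 0.1 and 8 without a filter. Without exColon replicates 1, 2 and 3 it is 7, 4 and 2, and without emColon libraries 18 to 21. The exSI count of 84 becomes 8 without a filter and 42 without trend, and lies between 27 (without exSI replicate 1) and 68 when libraries are left out. The interaction count of 2 becomes 0 with a pseudocount of 0.1 (993 unadjusted), 14 without a filter, 6 without trend, 4 with a replicate block, and 0 to 3 without single libraries. Over both organs the count stays between 52 and 88, and 55 to 76 without single libraries. Over all comparisons, 16 counts moved by 1.5 times or more and 85 did not; with a library left out 32 did and 96 did not.

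Pairing by replicate number is weak outside exEndo 1 and exEndo 2 (residual correlations -0.007 to 0.071 at E9.5, -0.026 to 0.069 at E13.5 and -0.141 to 0.169 between exEndo 1 and Epi). The block for exGut against emGut lies within a region, so it also takes up the difference between regions. A region covariate alone gives 587 calls, against 567 with the block. Pairing is thus not needed for the larger count.

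The share of exGut high genes retained at E13.5 (90.9%) is 80.6% in the small intestine alone and 83.3 to 88.3% without single replicates (83.3 without replicate 2). The share of low genes (86.4%) is 73.6% in the colon and 92.7% in the small intestine alone. At E6.5 the shares stay at 78.8 to 82.3% and 92.0 to 93.6% without single replicates.

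The similarity advantages shrink when all genes above 0 are used: 0.0591 for exEndo 1, 0.0743 for exGut and 0.0353 for E13.5 against YsEndo (0.0533 to 0.0653 without single replicates); with a pseudocount of 0.1 that of exEndo 1 is 0.128. The first component of E6.5 and E9.5 takes 52.9% with 2000 genes, 40.7% with a pseudocount of 0.1 and 47.7 to 49.0% without single replicates, and the second 20.2%, 16.7% and 19.3 to 20.4%. For E9.5 gut, YsEndo and E13.5 the first takes 34.7%, 24.9% and 25.9 to 31.7%, and the second 19.8%, 14.6% and 17.0 to 17.5%.

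With a pseudocount of 0.1 the list means at E13.5 change in size, in exColon and exSI respectively: axonogenesis -0.51 and -2.14, germline 6.64 and 6.45, Fig. 5a origin 13.03 and 13.06, Fig. 3c 7.74 and 8.34, sex-linked 5.64 and 4.44, surface ectoderm 1.85 and -0.79, endothelium -0.0863 and -0.0193. In exColon alone Fig. 4f becomes 4.20, blood 0.64 and germ cell 0.53; in exSI alone the Fig. 5a p53 genes -1.01, the other p53 targets -0.51, neural -1.11 and mesenchyme -3.78. Median-ratio rescaling gives 4.29 for germline and 6.05 for Fig. 3c genes in exColon. Without single replicates germline is 4.31 to 4.44 in exColon and 4.20 to 4.43 in exSI, germ cell 0.18 to 0.47 in exColon, and yolk sac endoderm -0.36 (without replicate 3, a reversal) to 0.98 in exColon. The mean of the Fig. 5a p53 genes is then -1.16 to -0.17 in exColon (-0.60 with all libraries). In exSI it is -0.75 to -0.38 (-0.55 with all libraries).

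At E6.5 a pseudocount of 0.1 takes past 0.05 the exact p of the Fig. 5a p53 genes (0.87), sex-linked (2.76), germ cell (-1.04) and surface ectoderm genes (0.57); so does rescaling for the p53 genes (0.67). At E9.5 it makes the Fig. 4f mean 1.41. Permuted within regions, 4 differences pass 0.05 that do not otherwise: the endoderm genes (0.24), mesenchyme (-0.53), yolk sac endoderm (1.98) and immediate early genes (0.69). By region the sign of weak lists turns: blood 0.07 in the midgut, endothelium 0.0211, germ cell 0.0509 and surface ectoderm -0.0405 in the hindgut. Mesenchyme is -0.81 in the hindgut alone, yolk sac endoderm 2.64 and surface ectoderm 0.37 in the midgut alone, escape genes 0.10 and 0.26 in midgut and hindgut, and maternal imprinted genes 0.64 in the midgut. Without single replicates blood ranges from -0.11 to 0.0928 (positive without replicate 3), escape genes from 0.0795 to 0.22 and maternal imprinted genes from 0.47 to 0.86. Of the named genes, Cdh1 reaches -0.0211 and Foxa1 -0.0207 without emHindgut replicate 2, and 34 of 36 such values keep their direction.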

Differences from the paper's values

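No comparison given here was chosen after results were seen, apart from the similarity differences per library, which were added later; the settings named are among those set before the values were seen.

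The 316 called genes and the 27 exGut high genes on the X chromosome do not differ from the paper's 302 and 29 by more than 1.5 times. With a replicate block (567 called genes), a region covariate (587) or all 44 libraries in a single fit (591) the total does. The paper's 302 genes were not compared gene by gene here.

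Genes that Fig. 3e presents as differing between exGut and emGut, and that were not called here, are Cdh11, Chl1, Cntn2, Gabra4, Nrcam, Ptprd and Sept3 of the axonogenesis genes and Camk2b, Gm773, Rnf17, Sycp1 and Tex101 of the germline genes. Each changes in the paper's direction. Their limma adjusted p-values run from 0.0518 (Gabra4, log2 fold change -1.17) to 0.206 (Chl1, -0.84). For Chl1, Sept3 (-0.96), Rnf17 (0.92) and Sycp1 (0.88) the fold change also falls short of 1.

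A region covariate calls 20 of the 22 axonogenesis genes (not Chl1 and Sept3), all 44 libraries in a single fit 19 (not Chl1, Fxyd6 and Sept3), and a replicate block 18 (not Chl1, Cntn2, Nrcam and Sept3). Gabra4 is also called with a pseudocount of 0.1, without a filter, without trend and with all gene types, and without emMidgut replicate 2 or 3. Nrcam is called without emHindgut replicate 2 or 4 or exHindgut replicate 2. Of the 25 germline genes, the region covariate and the block call 22 (not Rnf17, Sycp1 and Tex101) and the single fit 23 (not Rnf17 and Sycp1). Camk2b is also called with quantile normalization and without trend, and without emMidgut replicate 2 or 4 or exHindgut replicate 4; Rnf17 is called without exHindgut replicate 1. Chl1, Sept3 and Sycp1 are called in none of the fits of this comparison in which they were tested.

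The ranking of the E13.5 extraembryonic libraries is that of the paper only in part. The paper ranks embryonic cells of the same stage and tissue as nearer to them than E9.5 gut cells of extraembryonic origin. By correlation of whole libraries this holds for 3 of 6 libraries, with a mean advantage of 0.0109: for all 3 exSI libraries (0.0325 to 0.0409) and for none of exColon (-0.0208 to -0.00662). It holds for 4 of 6 with a pseudocount of 0.1 (0.0215), and for 3 of 6 with Spearman correlation (0.00711) or with all genes above 0 (0.00141). emColon libraries correlate with each other less than exColon does with exMidgut. The exColon ranking by correlation thus cannot be told apart from the spread between emColon libraries. By distance on the first components, the display used in Fig. 5h, exColon and exSI lie nearer to the embryonic libraries of their organ than to exMidgut or exHindgut (exSI 29.3 against 81.2 and 130 units), so this measure gives the paper's ranking. exColon lies nearest to emSI there and not to emColon (10.1 against 15.8 units).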

Other observations

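The permutation of list means within regions, the replacement of the first mesenchyme test for emSI, the rule used for the surface ectoderm and germ cell lists, the test on the most abundant genes and the choice of the share of yolk sac RNA were made only after the values were seen, as were the rules that leave a verdict open where an undecided mean covers genes that go both ways or most of a mean comes from 1 library; the tests on primordial germ cells, Rhox5, Y-linked transcripts and emSI mesenchyme were themselves prompted by the values.

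Calls at random: of 100 splits of the 16 E9.5 gut libraries 2 gave as many calls as origin, the real split included. The other gave 902 and follows the region, with 4 emHindgut, 3 exHindgut and 1 exMidgut library on the same side; within regions the calls are 321 and 378, and 1 of 35 splits, the real one, gave as many in each. For exEndo 1 against exEndo 2 and against Epi 1 of 35 splits gave as many, for exGut against YsEndo 1 of 100 and for both E13.5 organs 1 of 100, in each case the real split. In exColon and exSI 1 of 10 splits gave as many, the real one, and none of the others gave a call; with 10 splits a smaller share is not possible, so in single organs this count by itself cannot exclude a random grouping. The same-sign share of the E9.5 calls was reached by 1 of 100 splits at E13.5 and by 7 of 35 splits at E6.5. That share counts the direction of a change and not its size, so the 7 splits do not speak against the difference between exEndo 1 and Epi, for which no other split gave a call.

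Cells other than gut in the emGut libraries were examined as a source of exGut low genes. Of the 10 neural genes the mean is lower in exGut by -0.49 (exact permutation p = 0.000155, the smallest possible; 0.000355 adjusted; 0.000408 within regions, again the smallest possible; all 8 exGut libraries below), and at E13.5 by -0.42 (exact p = 0.035). RNA of neural cells in emGut libraries may thus contribute to the lower axonogenesis genes. By region the neural mean differs by -0.73 in the midgut and -0.26 in the hindgut, whereas the axonogenesis mean differs by -1.54 and -1.57. The fall of the axonogenesis genes thus does not follow that of the neural genes between the regions. The most abundant are Stmn2 (12.5 TPM in emGut, log2 fold change -1.93), Nes (10.2 TPM, -1.82) and Map2 (10.02 TPM, -0.93), while Tubb3 is at 1.17 TPM; these genes can be expressed outside the nervous system as well, and, although none of them is among the 22 axonogenesis genes, they overlap with those in kind. The test therefore does not separate neural cells from a change within gut cells. The 10 mesenchyme genes differ by -0.53 (exact p = 0.0749, 0.133 adjusted; 0.00408 within regions, 0.00653 adjusted), by -0.81 in the hindgut (exact p = 0.0286, the smallest possible) and -0.25 in the midgut (0.286). RNA of mesenchyme cells in emGut libraries may thus contribute as well, at a low level: Col1a2 is at 4.59 TPM in emGut (log2 fold change -0.52) and Col1a1 at 3.35 (-1.32), and neither was called. The 7 surface ectoderm genes change by 0.16 in exGut (exact p = 0.207, or 0.184 within regions), by 0.37 in the midgut and -0.0405 in the hindgut (exact p = 0.0286, the smallest possible, and 0.857), so surface ectoderm cells in emGut cannot be told apart from none, because the regions go different ways. Blood (7 genes, -0.03, exact p = 0.869) and endothelium genes (6 genes, -0.10, exact p = 0.368) do not differ; at E13.5 they change by 0.16 (0.23) and -0.01 (0.44), mesenchyme by -1.19 (0.09), surface ectoderm by 0.37 (0.415) and germ cell genes by 0.18 (0.39).

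Cells of other kinds in the exGut libraries were examined as a source of exGut high genes. The 9 yolk sac endoderm genes are higher in exGut by 1.98 (exact p = 0.117, 0.188 adjusted; 0.000816 within regions, 0.00145 adjusted) and at E13.5 by 1.14 (0.025). The most that any of them allows is a share of 13.6% of YsEndo RNA (Afp), the median 4.07% (Apoa1) and the least 0.0291% (Apoc2). At the highest share 9.66% of the 145 exGut high genes would reach 0.5 of their rise, at the median 3.45% and at the least 0. The highest is near the limit of 10% set for this test, so yolk sac RNA could explain a minority of the genes at most. In a plain mixture each gene caps the share, so the lowest cap holds. At that cap no exGut high gene reaches 0.5 of its rise, but the cap rests on Apoc2 alone. The 7 germ cell genes change by -0.76 in exGut (exact p = 0.257, or 0.218 within regions), by -1.58 in the midgut and 0.0509 in the hindgut (exact p = 0.171 and 0.8). Germ cells in exGut cannot be told apart from none by this list, because its mean rests on Dppa3 and Pou5f1 in some emMidgut libraries. The paper places primordial germ cells in the GFP-only population at E9.5. EGFP reaches 0.338% of its emGut level in the highest exGut library. The 25 germline genes of Fig. 3e have a median of 39.5 TPM in exGut and 0.258 in emGut. These values argue against GFP-positive germ cells as a source of these 25 genes. EGFP in exGut is 0.0839% of its emGut level and at E13.5 0.253% (highest library 1.07%), far below what a mixture with embryonic cells would need to bring the transcriptomes together.

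RNA of exGut cells in the emGut libraries, which the paper mentions for dual-positive cells, was examined as a source of the mCherry found there. Trap1a, the lower of the genes used, is at 0.252% of its exGut level in emGut and mCherry at 0.0258%. The Trap1a mean comes mostly from emMidgut replicate 3 (86.0% of the sum, mCherry listed at 0 there) and is 0.0404% without it, whereas mCherry is highest in emHindgut replicate 1 (0.0920%, Rhox5 listed at 0). The means thus come from different libraries, and since the values lie near 0 the explanation cannot be told apart from others. In emMidgut libraries Rhox5 reaches up to 2.61% of the exGut mean (18.6, 3.01, 24.1 and 0 TPM in replicates 1 to 4) without a matching mCherry (5.29, 0, 0 and 0), so exGut RNA does not account for it. The same replicates 1 and 3 hold Dppa3 (224 and 183 TPM; 0 in replicates 2 and 4), Pou5f1 (93.6 and 131), Nanog (15.8 and 9.75) and Rhox9 (71.7 and 68.3). Dnd1 (28.5, 0, 17.2 and 3.02 TPM in replicates 1 to 4) and Tfap2c (13.8, 0, 10.5 and 0) are highest in the same replicates. These genes were picked after their values were seen. Primordial germ cells are a candidate source, but Nanos3, the gene chosen for the test, is not higher in emMidgut than in emHindgut (0.506, 5.13, 2.21 and 1.02 TPM against 0.461 to 5.37; exact permutation p = 0.857). The explanation therefore cannot be told apart from others: Nanos3 is low in every library, and no other gene was set aside for a test. The Nanos3 test contrasts emMidgut with emHindgut and not replicates 1 and 3 with replicates 2 and 4.

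For the X chromosome, female cells in the exGut pools do not account for the share of exGut high genes, since the median change of 5 escape genes is 0.18 (list mean 0.18, exact p = 0.0446; at E13.5 0.02, 0.865). Shared reads between the Xlr, Rhox and Mage copies do not either: the p with families as 1 gene is 2.58e-05. The sex-linked list as a whole is higher in exGut by 3.18 (exact p = 0.000311; 0.000622 adjusted; 7 of 8 libraries above all emGut libraries) and at E13.5 by 3.12 (0.005, the smallest possible).

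Y-linked transcripts are low in the 18 libraries derived from ESCs that the paper describes as male: the sum of Ddx3y, Eif2s3y, Kdm5d and Uty is 0 to 12.4 TPM (median 2.79), with Xist at 1.67 or less. In the 6 extraembryonic E13.5 libraries it is 81.6 to 197 TPM (143 ± 42.0), against 4.88 ± 4.67 in the 6 embryonic ones (exact p within organs = 0.005, the smallest possible). Host RNA does not explain what is present, since the highest embryonic library reaches 8.66% where mCherry is listed at 0. A Y chromosome active in every embryonic cell would give more than the 3.40% of the extraembryonic mean that is found. Loss of the Y chromosome might give such values if it reached most of the ESC-derived cells, since only 3.40% is found. The libraries hold no DNA measurement that was used here to test it. Y-linked genes were left out of all limma fits.

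For the p53 targets of Fig. 5a, the rise of 0.67 in the mean of 23 other p53 target genes is in line with a rise of many p53 targets, though not of each: 20 are higher and 3 lower, 5 were called, and Cdkn1a (0.80, limma adjusted p = 0.0446), Bax (0.52, 0.0368), Mdm2 (0.28, 0.437), Bbc3 (0.19, 0.820) and Gdf15 (0.06, 0.979) were not. With a region covariate, a replicate block or all 44 libraries in a single fit, 8 of the 23 were called, Cdkn1a and Mdm2 again not. The other p53 targets change by -0.12 at E6.5 (exact p = 0.2) and by 0.00248 over both organs at E13.5 (exact p = 0.995). That mean covers organs that go opposite ways: 0.33 in exColon (exact p = 0.3) and -0.32 in exSI, where all 3 exSI libraries lie below all emSI libraries (exact p = 0.1, the smallest possible). At E13.5, where p53 is disrupted, the mean of the Fig. 5a genes changes by -0.57 (exact p = 0.095). Dependence on p53 cannot be told apart from other explanations by this value: Phlda3 (-3.53, limma adjusted p = 0.0387) and Ccng1 (-0.61, 0.606) are lower, Perp (0.70, 0.742) and Trp53inp1 (1.14, 0.409) are higher, and stage changes together with p53. A response to dissociation and sorting may contribute: all 10 immediate early genes are higher in exGut, with a mean difference of 0.69 (exact p = 0.111 with libraries permuted freely, 0.0139 within regions; Ier2 554 against 407 TPM, Fos 215 against 103), 0.66 in the midgut (exact p = 0.2) and 0.72 in the hindgut (0.0571). None of the 10 was called, and at E13.5 the mean difference is 0.47 (exact p = 0.15). At E6.5, where tissues were separated by hand and not sorted, the list is higher in exEndo 1 than in Epi by 1.76 (exact p = 0.0286, the smallest possible). A higher mean in extraembryonic cells thus also occurs without sorting, so this list does not single out a response to sorting. With libraries permuted freely, as first planned, neither the mesenchyme nor the immediate early list passes 0.05.

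Technical explanations of the number of E9.5 calls were tested by correction or by the values per library. Of the 316 calls, 281 (88.9%) are kept with depth as a covariate and 290 (91.8%) with GC content and length, so neither accounts for most of the calls. The 10 most abundant genes take 6.37% of the TPM of an E9.5 gut library at most, too little to shift the other genes past the fold change threshold; median-ratio rescaling moves the fold changes by a median of only 0.0114. The strain difference between the ESC line and the host embryos cannot be told apart from origin, because both change together in every comparison; 0.358% of the E9.5 calls tested at E13.5 are called there with the opposite sign, which either would give.

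Mesenchymal transcripts vary between the emSI libraries: Col3a1 is 203, 43.9 and 0 TPM and Tcf21 141, 20.2 and 0 in replicates 1, 2 and 3, and the mesenchyme list mean 4.17, 2.85 and 0.170. The list differs between exSI and emSI by -2.32 (exact p = 0.1, the smallest possible; -3.40 to -1.45 without single replicates). A first test, on genes called lower in exSI, was void because those calls themselves require separation. In its place the exGut low genes of E9.5 were examined: 86.1, 82.8 and 89.3% of 122 genes lie above their exSI mean in replicates 1, 2 and 3. The library without mesenchymal transcripts shows them as clearly as the others. Only 1 library lacks these transcripts, and no share of all tested genes is given for comparison. Mesenchyme as a part of the retained fall is therefore not excluded.

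The remaining lists of the paper describe the genes it selected and are no independent evidence. The Fig. 5a origin genes differ by 8.19 and the Fig. 3c genes by 5.43 at E9.5 (exact p = 0.000155 for each, the smallest possible), and by 9.72 and 6.27 at E13.5 (0.005 for each, the smallest possible). The Fig. 4f pair differs by 0.33 (exact p = 0.431) because its genes change in opposite directions, and by 1.78 at E13.5 (0.02); the endoderm genes change by 0.24 at E13.5 (0.075). At E6.5 the axonogenesis genes differ between exEndo 1 and Epi by -2.08 and the Fig. 5a p53 genes by 0.81 (exact p = 0.0286 for each, the smallest possible).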
